# Distinct and common expression of receptors for inflammatory mediators in vagal nodose versus jugular capsaicin-sensitive/TRPV1-positive neurons detected by low input RNA sequencing

**DOI:** 10.1371/journal.pone.0185985

**Published:** 2017-10-05

**Authors:** Jingya Wang, Marian Kollarik, Fei Ru, Hui Sun, Benjamin McNeil, Xinzhong Dong, Geoffrey Stephens, Susana Korolevich, Philip Brohawn, Roland Kolbeck, Bradley Undem

## Abstract

Capsaicin-sensitive sensory C-fibers derived from vagal ganglia innervate the visceral organs, and respond to inflammatory mediators and noxious stimuli. These neurons play an important role in maintenance of visceral homeostasis, and contribute to the symptoms of visceral inflammatory diseases. Vagal sensory neurons are located in two ganglia, the jugular ganglia (derived from the neural crest), and the nodose ganglia (from the epibranchial placodes). The functional difference, especially in response to immune mediators, between jugular and nodose neurons is not fully understood. In this study, we microscopically isolated murine nodose and jugular capsaicin-sensitive / *Trpv1*-expressing C-fiber neurons and performed transcriptome profiling using ultra-low input RNA sequencing. RNAseq detected genes with significantly differential expression in jugular and nodose neurons, which were mostly involved in neural functions. Transcriptional regulators, including *Cited1*, *Hoxb5* and *Prdm12* showed distinct expression patterns in the two C-fiber neuronal populations. Common and specific expression of immune receptor proteins was characterized in each neuronal type. The expression of immune receptors that have received little or no attention from vagal sensory biologists is highlighted including receptors for certain chemokines (CXCLs), interleukins (IL-4) and interferons (IFNα, IFNγ). Stimulation of immune receptors with their cognate ligands led to activation of the C-fibers in isolated functional assays.

## Introduction

The vagal sensory nervous system plays an important role in maintenance of visceral homeostasis. A large subset of sensory nerves in the vagus nerves can also respond to inflammatory mediators and noxious stimuli [1]. Afferent nerves in the skin that respond to noxious stimuli were coined by Sherrington as “nociceptors” where he concluded they “provide the skin a so to say sense of its own potential injury” [2]. There is an advantage to the host if visceral organs also have a mechanism to provide a sense of its own potential injury, and this may explain why large numbers of visceral afferent nerves have nociceptive properties (are stimulated by inflammatory mediators and noxious stimuli). As with the somatosensory system, visceral nociceptors are typically capsaicin-sensitive slow-conducting C-fibers. Dysregulation of nociceptive function likely participates in the symptoms of visceral inflammatory diseases [3–9]. A better understanding of activating mechanisms of visceral nociceptors may therefore uncover novel targets for new therapeutic strategies for these disorders.

In addition to dorsal root ganglia (DRG), a sizeable proportion of the visceral nociceptive innervation is derived from small capsaicin-sensitive (TRPV1-expressing) C-fiber neurons in vagal sensory ganglia. The majority of vagal C-fibers are derived from neurons situated in the nodose ganglia. Embryologically, these neurons arise from the epibranchial placodes. Another less appreciated component of the vagal C-fiber innervation of visceral tissues is the fibers derived from neurons situated in the jugular (supranodose) ganglia. These neurons arise embryonically not from the epibranchial placodes, but like the spinal afferent neurons in the dorsal root ganglion (DRG), from the neural crest [10]. Whereas a proportion of the jugular neurons are strictly speaking non-vagal as they project their axons to the ear via the auricular nerve, and also to the oral pharynx via pharyngeal nerves, retrograde tracing studies in many mammals including, mice[11, 12], rat[13, 14], guinea pig [15, 16], cats[17, 18], dogs[19] and monkeys[20, 21] reveal numerous jugular neurons that project axons down the vagus nerves. The relative contribution from placodal vs. neural crest vagal afferent innervation likely depends on the visceral organ in question, with thoracic viscera generally receiving a much richer jugular afferent innervation than sub-diaphragmatic viscera [22]. We and others have noted that the respiratory tract, esophagus, and heart are innervated by large numbers of nodose and jugular neurons, most of which have nociceptive properties [22–27]. The nodose and jugular C-fibers share certain C-fiber defining phenotypic properties, including high mechanical threshold and responsiveness to capsaicin. However, the nodose vs. jugular differentiation is important to consider because the receptor expression and activation profile of placodal (nodose) C-fibers differs considerably from neural crest derived (jugular) C-fibers innervating the same tissue [11, 12, 28–32]. Moreover, recent studies are revealing that vagal jugular afferent nerves terminate in distinct regions of the central nervous system from nodose afferent nerves, with the former terminating largely in the paratrigeminal nucleus and the later terminating in the nucleus of the solitary tract [33, 34]. This may explain why activation of jugular and nodose nociceptors within a given tissue, e.g. respiratory tract, can lead to distinctly different reflexes [35].

The nodose and jugular neurons in the mouse typically coexist within an elongated ganglion, which is often inappropriately referred to simply as the nodose ganglion [23]. Although microarrays and RNAseq analyses have been carried out on mouse vagal sensory neurons, these studies likely reflect a mixture of both placodal-derived nodose neurons and neural crest-derived jugular neurons as well as capsaicin-sensitive and–insensitive neurons [36, 37].

In this study we individually isolated capsaicin-sensitive nodose and capsaicin-sensitive jugular vagal sensory neurons using two independent methods, and performed ultra-low input RNA sequencing to characterize the global gene expression in these two types of neurons. To add new insights into this key question we specifically focused our analysis on the expression of receptors for inflammatory mediators.

## Materials and methods

### Isolation of neurons based on capsaicin response

All experiments were approved by the Johns Hopkins Animal Use and Care Committee. The right and left vagal sensory ganglia were isolated from wildtype mice. We have previously reported that in mice the jugular and nodose neurons typically form a fused jugular/nodose ganglion (JNG) complex [12] (Fig 1A and 1B). The jugular neurons are situated in the rostral portion of the ganglia, whereas the caudal portion is composed nearly exclusively of nodose neurons (Fig 1B). Therefore, from each JNG the most rostral (jugular) and the most caudal (nodose) portion were used. The ganglia were enzymatically dissociated and the responsiveness of individual neurons to the selective activator of nodose C-fibers, purinergic P2X agonist α,β-methylene-ATP (10 μM) and to the general C-fiber activator TRPV1 agonist capsaicin (1μM) was evaluated by Fura-2 AM intracellular calcium assay as previously described [11, 12]. After determining the responsiveness to agonists, the neurons were collected under the microscope into a glass pipette (pulled to tip diameter 50–150 μm) by applying negative pressure (up to 5 neurons/ pipette). The pipette tip was then broken in a PCR tube containing RNAse inhibitor, immediately frozen on dry ice and stored at -80°C. A total of 31 α,β-methylene-ATP-unresponsive, capsaicin-responsive neurons (jugular C-fiber neurons) from the rostral portion (15 cells were pooled for Replicate1 and 16 cells were pooled for Replicate2) and 29 α,β-methylene-ATP-responsive, capsaicin-responsive neurons (nodose C-fiber neurons) from caudal portion (14 cells were pooled for Replicate1 and 15 cells were pooled for Replicate2) were collected. Care was taken to avoid adhering cells, debris and glial cells.

**Fig 1:**
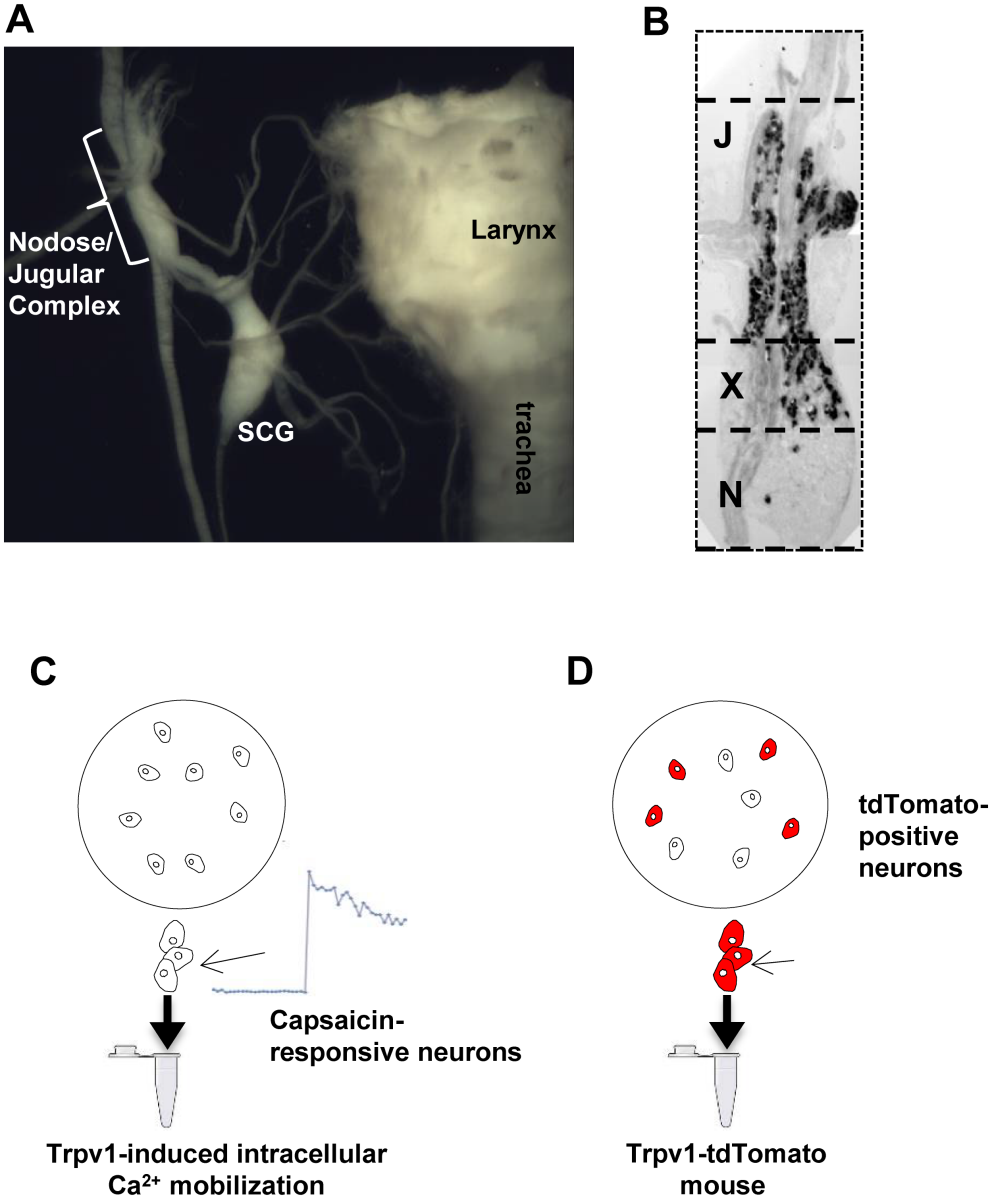
Jugular and nodose C-fiber neurons were isolated based on capsaicin sensitivity and *Trpv1* expression. (A) Dissection of right jugular/nodose complex in the mouse. SCG denotes superior cervical ganglion (modified from [12]. (B) The rostral part of the jugular/nodose ganglion (JNG) complex is formed by jugular (J) neurons while the caudal part is formed by nodose (N) neurons. The jugular (neural crest-derived) neurons are visualized by X-Gal staining while nodose (placodes-derived) neurons remain unstained in Wnt1Cre/R26R mouse [12]. Neurons isolated from the rostral section of the ganglion (J) were considered jugular neurons, whereas those from the more caudal aspect (N) were considered nodose neurons. The upper-central part of the ganglion (X) often comprise a mixture of nodose and jugular neurons and was avoided. (C-D) The collection of capsaicin-responsive / Trpv1-positive C-fiber neurons. The jugular or nodose portions of JNG were enzymatically dissociated, capsaicin-sensitive C-fiber neurons were identified by one of two methods and collected. (C) Identification of C-fiber neurons by capsaicin-responsiveness by intracellular calcium assay in wild-type mice (capsaicin selection). (D) Identification of C-fiber neurons by tdTomato immunofluorescence in the Trpv1-tdTomato mice (Trpv1-tdTomato selection).

### Generation of Trpv1-Td-tomato reporter mice and isolation of neurons based on Trpv1 expression

Trpv1-tdTomato mice was generated by mating Trpv1^Cre^ mice with tdTomato reporter strain Gt(ROSA)26Sortm14(CAG-tdTomato)Hze using standard approach. The ganglia were dissected and dissociated the same way as for capsaicin response-based isolation described above. Individual red fluorescent (Td-tomato-positive) neurons from the most caudal nodose portion and from the most rostral jugular portion were collected under fluorescent microscope by using rhodamine (red) filter set. Total of 60 nodose and 60 jugular Td-tomato-positive neurons (30 cells were pooled for each replicate) were collected from 2 mice (Fig 1C). For comparison, 30 Td-tomato-negative nodose neurons were collected from the same mice (15 cells were pooled for each replicate).

### Ultra-low input RNA sequencing

Cells from capsaicin response based isolation (capsaicin-responsive jugular and nodose neurons) were processed at the Johns Hopkins Deep Sequencing and Microarray Core. Cells from TRPV1 expression based isolation (Td-tomato-positive jugular and nodose neurons, and Td-tomato-negative nodose neurons) were processed at MedImmune Deep Sequencing and Microarray Core independently following the same protocol. Briefly, RT-PCR and cDNA synthesis was performed using SMARTer Ultra Low Input RNA Kit v3 following manufacturer’s protocol (Clontech). Cells were used directly as starting material without RNA extraction to avoid extra loss of RNA. First stand cDNA was synthesized using 3’ SMART CDS Primer II A and SMARTer IIA Oligonucleotide with SMARTScribe Reverse Transcriptase. dT priming was used to eliminate DNA contamination. The cDNA was then amplified by 15 cycles of LD PCR and purified using Agencourt AMPure XP kit. Amplified cDNA was validated using Agilent 2100 BioAnalyzer. Illumina paired-end DNA sequencing library was generated using Low Input Library Prep Kit v2 following manufacturer’s protocol (Clontech). The libraries were purified using AMPure beads and quality validated using Agilent 2100 BioAnalyzer. Sequencing was performed on Hiseq 2000. 50bp paired-end sequencing was performed with ~30 million reads generated per sample for capsaicin response based isolation, and ~250 million reads generated per sample for TRPV1 expression based isolation.

### RNA sequencing data analysis

Quality of the RNAseq data, such as the overall sequencing score, over-represented reads, kmer presence, was evaluated using the FastQC package (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequencing reads were aligned to mouse reference genome mm10 using Tophat2 (v2.0.9) [38] and Bowtie2 (2.1.0.0)[39]. Default parameters were used, allowing maximum of 2 mismatches during alignment. Raw counts were generated using HTseq[40]. Data was normalized and counts per million (CPM) values for each gene were generated using the Deseq2 package. Group comparison was performed in Deseq2 using generalized linear model assuming negative binomial distributions[41]. False discovery rate (FDR) was generated with Benjamini and Hochberg correction. Genes with significant expression change was defined as fold change ≥ 2 and FDR ≤ 0.1. To improve the quality of analysis, additional filtering was applied to only keep the genes with CPM ≥ 10 in both replicates in jugular or nodose or both of the two populations. Functional annotation of the genes was performed in PANTHER classification system (http://pantherdb.org/). Pathway analysis was performed using DAVID (https://david.ncifcrf.gov/tools.jsp) against Gene Ontology biological process and molecular function database. Pathway enrichment FDR was generated from p values with Benjamini and Hochberg correction. Enriched pathways were ranked by FDR of enrichment. Heatmap and Principle component analysis were generated in R using log2 transformed counts per million (CPM) values. Other graphing and statistics were performed using R and Microsoft Office Excel. Raw and processed RNA sequencing data has been uploaded to Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE102123.

### Intracellular Ca2+ measurements

For measurement of intracellular Ca^2+^ concentrations ([Ca^2+^]_i_), nodose neurons were isolated from *Pirt-GCaMP3* heterozygote mice in which the genetically encoded Ca^2+^ indicator GCaMP3 is expressed under the sensory neuron-specific *Pirt* promoter as previously described[42]. Briefly, mice were killed by CO_2_ inhalation and subsequent exsanguinations. Both sides of jugular/nodose ganglia were dissected and cleared of adhering connective tissues. The lower two thirds of ganglia (containing mostly nodose neurons) were cut out for subsequent enzymatic digestion using type 1A collagenase (2mg/ml) and dispase II (2mg/ml). The isolated nodose neurons were kept at 37 C in L-15 medium containing 10% of fetal bovine serum for use within 24 hours. GCaMP3 was excited at 488 nm, and the emission of its green fluorescence at 525 nm was captured by a Nikon DS camera (30–60 frames/min) under the control of imaging software NIS-Elements AR. The images were continuously captured before and during agonist application. The intensity of whole-cell fluorescence for each cell under study was measured as a function of time, normalized to the resting fluorescence (F/F_0_) and used as an index of the [Ca^2+^]_i_. The experiment was performed at room temperature. Bath solution contained (mM): NaCl 136, KCl 5.4, MgCl_2_ 1, CaCl_2_ 1.5, HEPES 10 and glucose 10 with pH adjusted to 7.35 with NaOH.

The stock solution of mouse interferon-α A (PBL Assay Science, Piscataway, NJ), recombinant mouse interference-γ and recombinant human CXCL8 (R&D Systems, Minneapolis, MN) was prepared in PBS containing 0.1% BSA, and sphingosine-1 phosphate (Tocris, Bristol, UK) in ethanol.

### Extracellular recording

The innervated isolated trachea-lung preparation was prepared as previously described [43]. Briefly, the airways and lungs with their vagus nerve including jugular/nodose ganglia were placed in a dissecting dish containing Krebs bicarbonate buffer solution composed of (mM) 118 NaCl, 5.4 KCl, 1.0 NaH_2_PO_4_, 1.2 MgSO_4_, 1.9 CaCl_2_, 25.0 NaHCO_3_ and 11.1 dextrose, and equilibrated with 95% O_2_ and 5% CO_2_ (pH 7.2–7.4). The left jugular/nodose ganglion was gently pulled into the adjacent compartment of the chamber through a small hole and pinned. Both compartments were separately superfused with Krebs solution, which was warmed by a warming jacket (39–42°C) to keep airway tissues and ganglia at 37°C. Action potentials were recorded at the level of the cell body strategically positioned in the vagal sensory ganglion using a sharp extracellular glass electrode filled with 3M NaCl (impedance 2MΩ). The recorded action potentials were amplified (Microelectrode AC amplifier 1800; A-M Systems, Everett, WA, USA), filtered (0.3 kHz of low cut-off and 1 kHz of high cut-off), and monitored on an oscilloscope (TDS340; Tektronix, Beaverton, OR, USA) and a chart recorder (TA240; Gould, Valley View, OH, USA). The scaled output from the amplifier was captured and analyzed by a Macintosh computer using NerveOfIt software (Phocis, Baltimore, MD, USA). We have found that this technique does not record action potentials in “through fibers”. For example, positioning the electrode away from cell bodies on the vagus itself, fails to record action potential stimulated by receptive fields, or be electrical nerve stimulation. For measuring conduction velocity, an electrical stimulation (S44; Grass Instruments, Quincy,MA,USA) was applied on the core of the receptive field. The conduction velocity was calculated by dividing the distance along the nerve pathway by the time delay between the shock artifact and the action potential evoked by electrical stimulation. If a C-fiber (<1 m s^-1^) was found, the recording was started. C-fibers were stimulated by 1 ml of vehicle, α,β-methylene ATP (10 μM), shingosine-1phosphate (S-1P) (0.1, 1 and 10 μM), or Thr-Phe-Leu-Leu-Arg-NH2 (TFLLR) (3 μM) injected into the lung through the trachea.

## Results

### Differential gene expression in Trpv1-tdTomato-positive jugular vs. nodose neurons

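RNA from pools of single neurons, picked under the microscope from the most rostral (jugular) or most caudal (nodose) part of the mouse jugular/nodose complex, was copied and amplified with an ultra-low input kit and sequenced. For the capsaicin selection, neurons of wild-type mice were first tested in the calcium assay with 10 μM α,β-methylene ATP, an agonist of P2X receptors, and then 1 μM capsaicin, an agonist of TRPV1. The nodose pools (14 and 15 cells) held neurons that responded to both agonists, and the jugular pools (15 and 16 cells) held neurons that responded to capsaicin but not to α,β-methylene ATP. For the Trpv1 selection, 2 pools of 30 red neurons from each ganglion were picked from 2 Trpv1-tdTomato mice. In these mice, cells that express or have expressed the Cre recombinase from the Trpv1 gene carry the red protein tdTomato. The authors aligned the reads to the mouse genome mm10 with TopHat2 and counted them on genes with HTSeq, and the deposited values are these raw counts per gene symbol, without normalization.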

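In the Trpv1 selection the total count on genes was 154542864 and 153686267 in the nodose pools and 164675239 and 167704327 in the jugular pools. The totals of the capsaicin selection were 22411377 and 30810863 (nodose) and 22173211 and 17666710 (jugular). The paper gives a read depth per sample for each selection, and the values here use the total counts on genes. At these depths 3 counts correspond to 0.0179 to 0.0195 normalized counts (CPM) in the Trpv1-tdTomato-positive pools and to 0.0974 to 0.17 CPM in the capsaicin-selected pools, and a lower value cannot be told from 0. At least 1 count was found for 12153 to 12615 genes per pool in the Trpv1 selection and for 7889 to 10010 genes in the capsaicin selection. Across genes, which are not independent replicates, the log2 CPM of the replicate pools correlated with Pearson's r of 0.807 (nodose) and 0.847 (jugular) in the Trpv1 selection and 0.677 and 0.795 in the capsaicin selection. No pool was a copy of the other pool of its group, since the chi-square statistic of the counts of replicates was 461 to 2585 per degree of freedom. This cannot show whether pools share a mouse, and the paper does not say which mouse each pool came from. Each pool was counted as 1 replicate, so the replicates may not be independent animals.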

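From the raw counts, CPM values were computed with the size factors of DESeq2 within the 4 pools of each comparison, as the authors' tables do. Each comparison was fitted with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment. A gene was called different at an adjusted p of at most 0.1, a fold change of at least 2 and a CPM of at least 10 in both replicates of at least 1 of the groups, which are the paper's thresholds. Log2 fold changes are nodose over jugular, so a negative value means a higher level in jugular neurons. An exact permutation test of 2 pools against 2 cannot give a p-value under 0.33, so the tests rest on a spread shared across genes. Pools of each group carry the replicate numbers 1 and 2 in the labels, and the fit with the replicate block takes the pairing from these numbers. Deviations of pools with the same number from their group means correlated with r = 0.00393 across 6186 genes in the Trpv1 selection and r = -0.00711 across 5017 genes in the capsaicin selection, so the numbers did not pair the pools. The capsaicin-selected cells were processed at another sequencing core, from another mouse strain and at a lower depth than the Trpv1-selected cells, so these cannot be told apart from the selection. Gene positions are those of the GENCODE vM21 annotation of GRCm38, the assembly also called mm10.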

We compared the transcriptome between jugular vs. nodose neurons in the capsaicin selection and Trpv1 selection dataset, respectively. Previously, we have studied the function and expression of several ion channels (P2X_2_, P2X_3_, 5-HT_3_)[11, 12, 28, 29], G-protein coupled receptors (PAR1, PAR2, adenosine A_1_ receptor) [31, 32], receptors for neurotrophins and neurotrophic factors (TrkA, TrkB and GFRα_3_) [11, 12] and neuropeptides (PPT-A products) [11, 12] that differentiate between nodose and jugular capsaicin-sensitive/TRPV1-positive C-fiber neurons using functional, immunohistochemical and/or RT-PCR assays. We used this knowledge to evaluate the validity of our approach. 

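For 9 genes of Table 1 the CPM was recomputed in the 4 pools of the Trpv1 selection. P2rx3, which lies on chromosome 2 from 84998583 to 85037462, had 98.59 and 264.6 CPM in the nodose pools and 174 and 225.8 CPM in the jugular pools, with a log2 fold change of -0.1808 (standard error 0.59, adjusted p = 0.976). P2rx2, on chromosome 5 from 110339812 to 110343212, had 450.8 and 316.8 CPM in nodose and 0.09153 and 0.06607 CPM in jugular pools, and its log2 fold change was 12.2 (standard error 0.705, adjusted p = 0.0187). Tac1, the gene of the PPT-A products on chromosome 6 from 7554879 to 7565834, had 0.9706 and 0.2484 CPM in nodose and 1075 and 843.1 CPM in jugular pools, a log2 fold change of -10.65 (standard error 0.946, adjusted p = 0.0453). P2rx2 and Tac1 were the only ones of these at an adjusted p of at most 0.1 in edgeR's quasi-likelihood test of this comparison. Htr3a, which encodes a subunit of the 5-HT receptor channel, reached 1058 ± 230.3 CPM (SD, n = 2) in nodose and 65.19 ± 49.36 CPM in jugular pools, with an adjusted p of 0.21. F2r, which encodes PAR1, reached 341.8 and 494.8 CPM in the nodose pools, but 27.34 and 0.1169 CPM in the jugular pools, so its log2 fold change of 4.891 had a standard error of 2.16. F2rl1, which encodes PAR2, had 2 and 18 counts in the nodose pools and no count in the jugular pools. Of these only the 18 counts lie above the 3 counts taken as the smallest value the depth can show. Adora1 reached 74.16 ± 21.88 CPM in nodose and 111.5 ± 64.39 CPM in jugular pools, a difference smaller than the spread of the jugular replicates. Gfra3 had 0.01954 and 1.331 CPM in nodose and 42.97 and 62.15 CPM in jugular pools, and Ntrk2 had 95.27 and 181.9 and 9.455 and 20.43 CPM. Their log2 fold changes were -6.327 and 3.172, with adjusted p-values of 0.437 and 0.321 in edgeR's test. With DESeq2, Gfra3 and Htr3a were also under 0.1, at 0.0253 and 0.0638, while F2r had 0.139 and Ntrk2 0.147. With the replicate block, whose pairing from the labels had r = 0.00393, the adjusted p-values of P2rx2 and Tac1 were 0.0753 and 0.0795. F2r moved most with the processing, its log2 fold change rising to 11.74 without jugular replicate 1 (adjusted p = 0.702).

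**Figure D1:**
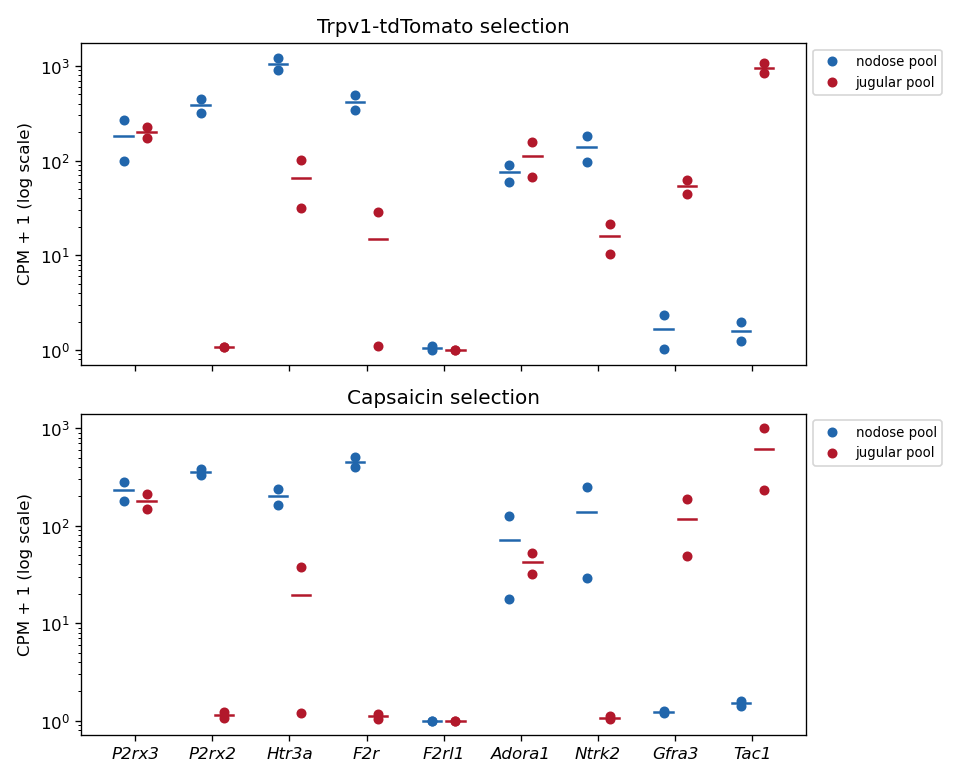
CPM + 1 on a log scale of 9 genes of Table 1 in each pool of the Trpv1 selection (upper panel) and the capsaicin selection (lower panel), with nodose pools in blue, jugular pools in red and a line at the mean of the 2 replicates. P2rx2 lies at 383.8 CPM on average in nodose and 0.0788 CPM in jugular pools of the Trpv1 selection, while the jugular replicates of F2r lie apart at 27.34 and 0.1169 CPM.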

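The pools of the capsaicin selection gave none of these genes an adjusted p of at most 0.1 in edgeR's quasi-likelihood test. DESeq2 gave P2rx2, F2r, Tac1, Gfra3 and Ntrk2 adjusted p-values of 0.00296, 0.00264, 0.00317, 0.0045 and 0.00319. It left Htr3a at 0.466 and P2rx3 and Adora1 at 0.999. The values that follow are from edgeR. P2rx2 had 326.6 and 382.7 CPM in the nodose pools and 0.2176 and 0.07842 CPM in the jugular pools, where the response to α,β-methylene ATP was itself a criterion of the selection (log2 fold change 11.08 (standard error 1.2, adjusted p = 0.155)). The nodose pools had 501.3 and 401.7 CPM of F2r, which lies on chromosome 13 from 95601803 to 95618487, and the jugular pools had 0.1813 and 0.03921 CPM (log2 fold change 11.83 (standard error 1.28, adjusted p = 0.155)). Tac1 stood at 0.5955 and 0.4082 CPM in nodose and 998 and 233.7 CPM in jugular pools (log2 fold change -10.34 (standard error 1.24, adjusted p = 0.162)). With the replicate block, the log2 fold changes of these 3 genes were 11.18, 12.05 and -10.05, with adjusted p-values of 0.0631, 0.0557 and 0.0548, although the pairing taken from the labels had r = -0.00711. P2rx3 was at 177.2 and 281.7 CPM in nodose and 145.9 and 209.6 CPM in jugular pools, and the replicates of Htr3a were 162.3 and 238.8 against 36.41 and 0.1961 CPM. The jugular pools had 186.4 and 47.48 CPM of Gfra3, and the nodose pools had 0.1861 and 0.2449 CPM. Ntrk2 was found at 249.3 and 28.05 CPM in nodose pools, a large spread between replicates, and at 1 and 3 counts in the jugular pools. Adora1 averaged 70.67 CPM in nodose and 41.09 CPM in jugular pools, with SDs of 76.42 and 14.26, and F2rl1 had no count in any of the 4 pools. The greatest shift among these genes was that of Htr3a, whose log2 fold change went from 3.383 to 9.84 when jugular replicate 1 was left out. From these levels in both datasets, the paper reasons that the sequenced pools show each difference known from earlier functional, immunohistochemical and RT-PCR work, and that the approach is valid.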

The predictions from previous studies were satisfied in every case in the transcriptome analysis of jugular and nodose neurons using either the capsaicin-sensitivity or Trpv1-tdTomato selection to delineate the C-fibers (Table 1 and references therein).

**Table 1:** Concordance between RNAseq analysis^a^ and functional, histological, and single cell RT-PCR analysis^b^.

	Nodose			Jugular		
	Previously established expression^b^	Capsaicin selection^a^(CPM)	Trpv1 selection^a^(CPM)	Previously established expression^b^	Capsaicin selection^a^(CPM)	Trpv1 selection^a^(CPM)
**Ion Channels**						
P2X_3_ (*P2rx3*)	**+**	255	195	**+**	198	214
P2X_2_ (*P2rx2*)	**+**	395	412	**-**	0	0
5-HT_3_ (*Htr3a*)	**+**	223	1135	**-**	20	70
**G protein-coupled receptors**						
PAR1 (*F2r*)	**+**	503	449	**-**	0	14
PAR2 (*F2rl1*)	**-**	0	0	**-**	0	0
A_1_ *(Adora1)*	**+**	78	79	**+**	45	119
**Neurotrophic Factor Receptors**						
TrkA (*Ntrk1*)	+/-	0	30	**+**	60	397
TrkB (*Ntrk2*)	**+**	154	148	+/-	0	16
GFRα_3_ (Gfra3)	**-**	0	0	**+**	130	56
**Neuropeptides**						
PPT-A (*Tac1*)	**-**	0	0	**+**	686	1030

^a^RNAseq was carried in nodose and jugular neurons in two different experimental protocols as detailed in methods. For experiment 1 the capsaicin-sensitivity was determined in a calcium assay. For experiment 2 the capsaicin responsivity was inferred from the capsaicin receptor *Trpv1* expression based on a reporter Trpv1 td-Tomato reporter mouse. CPM: Normalized counts per million values.

^b^The data with the ion channels and GPCRs is based on action potential discharge from identified jugular vs nodose C-fibers terminating in lungs and/or esophagus together with single cell RT-PCR verification; whereas the neurotrophic factor receptors and neuropeptides is based on histology together with single cell RT-PCR verification. The +/- designation reflects where there was only a minority of neurons expressing the neurotrophic factor receptor in single cell RT-PCR analysis. See text for references.

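The total count per pool was 153686267 to 167704327 in the Trpv1-tdTomato-positive pools and 17666710 to 30810863 in the capsaicin-selected pools, with medians of 154114566 (nodose) and 166189783 (jugular) against 26611120 and 19919960. A CPM of at least 10 in both replicates of a group was reached by 6186 genes in the Trpv1 selection and 5017 in the capsaicin selection. Of the genes at 10 CPM or more in at least 1 replicate, 22.55% in nodose and 17.39% in jugular pools of the Trpv1 selection were under 1 CPM in the other replicate, against 44.31% and 27.34% in the capsaicin selection. When the counts of the Trpv1 selection were thinned at random to the total of 17666710, 12 genes were higher in jugular and 15 in nodose neurons, against 15 and 20 at full depth. The paper gives the higher coverage as its reason to base the comparison on the Trpv1 selection.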

Group comparison was performed between nodose and jugular TRPV1-positive neurons using the Trpv1 selection dataset because of higher coverage. The analysis revealed 326 genes with significantly higher expression in jugular, and 222 genes with significantly higher expression in nodose TRPV1-positive neurons (fold change ≥ 2 and False discovery rate (FDR) ≤ 0.1) (Fig 2A, S1 Table). 

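The fit with edgeR's quasi-likelihood test to the 4 pools of the Trpv1 selection gave 15 genes higher in jugular and 20 genes higher in nodose neurons, at an adjusted p of at most 0.1, a fold change of at least 2 and a CPM of at least 10 in both replicates of a group. Rn45s, which takes ribosomal RNA reads, was among the 20. Among the genes without overlap between the replicates of the 2 groups, the largest changes toward nodose were those of Myl1, Uts2b, Itm2a, Efcab6 and Vip, and the largest toward jugular those of Gna14, Plxnc1, Ppm1j, Serpinb1a and Ly86. Uts2b, on chromosome 16 from 27353322 to 27370239, had 319.9 and 491 CPM in nodose pools and 9 and 7 counts in jugular pools, a log2 fold change of 13.17 (standard error 0.722, adjusted p = 0.0187). The CPM of Myl1, on chromosome 1 from 66924295 to 66945404, was 148.9 ± 0.856 (SD, n = 2) in nodose pools against 3 and 2 counts in jugular pools, with a log2 fold change of 13.36 (standard error 1.23, adjusted p = 0.0494). On the jugular side, Ppm1j, on chromosome 3 from 104781056 to 104786018, had 423.2 and 341.5 CPM in jugular and 0.1368 and 0.09552 CPM in nodose pools, a log2 fold change of -11.71 (standard error 0.665, adjusted p = 0.0187). Gna14, on chromosome 19 from 16435762 to 16610820, stood at 170.5 ± 28.72 CPM (SD, n = 2) in jugular and 0.04842 ± 0.01444 CPM in nodose pools, and its log2 fold change was -11.8 (standard error 1.05, adjusted p = 0.0453). The other 6 of these genes had log2 fold changes of 12.81, 12.78, 12.62, -11.74, -11.61 and -11.46. With the replicate block, 4 genes were higher in jugular and 9 in nodose neurons, where the pairing taken from the labels had r = 0.00393 between pools of the same number. DESeq2, the tool the paper names, gave 306 genes higher in jugular and 204 higher in nodose neurons with the same thresholds, the largest change among the alternatives set before the files arrived. With any 1 of the 4 pools left out, a group has 1 pool and the spread comes from the other group alone. The number of genes called in such a fit is therefore no test of these calls.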

Functional annotation of the genes with significant expression difference revealed that the top protein function categories are catalytic activity, binding activity, transporter activity and receptor activity (Fig 2B). 

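Gene Ontology is not in the files analysed here, so ion channel genes were taken by the prefix of their symbols, such as Kcn, Scn, Trp, P2rx and Htr3, from a list written before the counts were seen. Of the 35 genes called different between nodose and jugular neurons of the Trpv1 selection by edgeR's quasi-likelihood test, 4 were such ion channel genes, namely Chrna3, Grik1, Kcnk3 and P2rx2. Of the 6186 genes that passed the CPM filter, 78 had such symbols. The odds ratio was 10.58 with a 95% confidence interval of 2.648 to 31.04 (Fisher's exact test, p = 0.0009104, across genes, which are not independent replicates). Chrna3 had 236.6 and 288.9 CPM in nodose pools and 0.0431 and 0.0864 CPM in jugular pools, and Kcnk3 had 135.1 and 130.2 CPM against 0.0323 and 0.0457 CPM. Grik1 was higher in jugular pools, with 92.24 and 170.8 CPM against 0.0391 and 0.0637 CPM in nodose pools. With the 510 genes that DESeq2 called, the list took 20 and the odds ratio was 3.953 (p = 3.094e-06 from Fisher's exact test). The paper bases its statement on Gene Ontology terms (Fig 2C), from which it concludes that the different genes are mostly involved in channel activity, membrane transport and neuronal development.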

Pathway enrichment analysis further revealed that these genes are mostly involved in ion channel activity, membrane transport activity, and neuronal development (Fig 2C).

**Fig 2:**
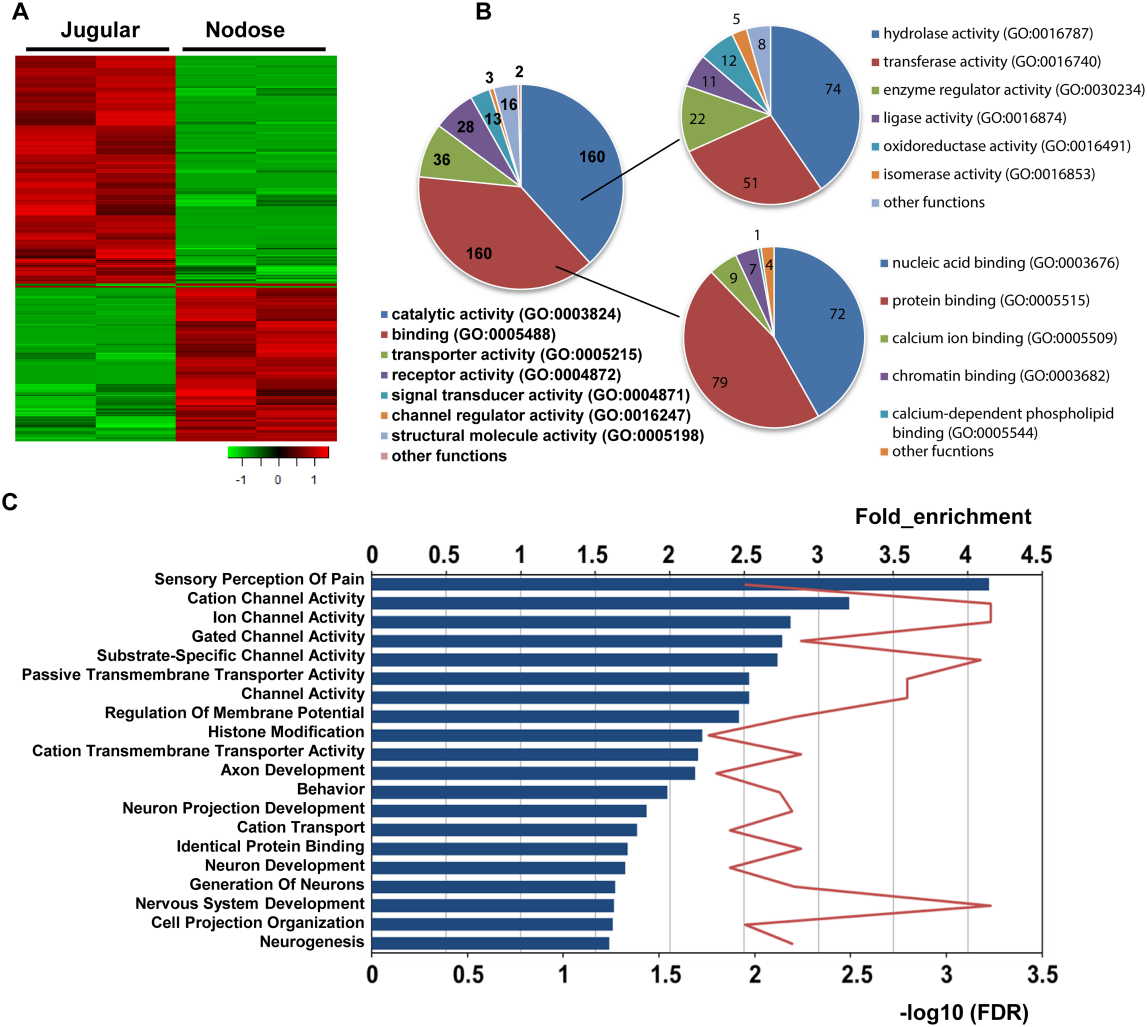
RNA sequencing revealed distinct gene expression between nodose and jugular C-fiber neurons. (A) Heatmap showing expression of genes with significant expression difference between nodose and jugular C-fiber neurons. Log2 transformed CPM was used. Red indicates high expression, green indicates low expression. Color bar indicates z score. (B) Pie plot showing functional annotation of genes with significant expression difference between nodose and jugular C-fiber neurons. The number of genes in each category is indicated. (C) Top 20 Gene Ontology (molecular function and biological process) pathways enriched for genes with significant expression difference between nodose and jugular C-fiber neurons. Pathways are ranked by fold of enrichment. Blue bar and upper horizontal axis indicate fold of enrichment; red line and lower horizontal axis indicate–log10 (FDR). Data from TRPV1 selection dataset.

Notably, RNAseq revealed multiple transcriptional regulators with significant differential expression between nodose and jugular TRPV1-positive neurons (Fig 3A). 

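The values of 7 transcriptional regulators of Fig 3A are given here, and each of them passed the CPM filter in the Trpv1 selection. For each of the 7, the lowest replicate of the higher group exceeded the highest replicate of the other group, although an exact permutation test of 2 pools against 2 can give no p-value under 0.33. Hoxb5 had an adjusted p of 0.0187 in edgeR's quasi-likelihood test. The adjusted p-values of the other 6 were 0.15 for Prdm12, 0.238 for Cited1, 0.321 for Tbx3, 0.321 for Tshz1, 0.394 for Nhlh2 and 0.433 for Gm13157. The fits with DESeq2, which changed these values most, gave all 7 an adjusted p of at most 0.1, from 2.90e-12 for Hoxb5 to 0.00509 for Tbx3. The replicate block gave an adjusted p of 0.0753 for Hoxb5, with the pairing from the labels at r = 0.00393. In the paper these differences are the ground for reporting multiple regulators with different expression between nodose and jugular TRPV1-positive neurons.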

The transcription regulator *Cited1*, *Gm13157* (predicted murine homolog of *ZNF616* gene in human), *Tshz1* showed predominant expression in jugular, while *Nhlh2*, *Phox2b*, *Tbx3* and *Hoxb5* showed predominant expression in nodose TRPV1-positive neurons. 

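Cited1, on chromosome X from 102247381 to 102252181, had 47.32 and 68.44 CPM in the jugular pools of the Trpv1 selection and 2 and 2 counts in the nodose pools, a log2 fold change of -12.09 (standard error 2.12, adjusted p = 0.238). Gm13157, which has no entry under this symbol in GENCODE vM21, had 22.59 ± 1.243 CPM (SD, n = 2) in jugular pools and 0.4234 and 0.02547 CPM in nodose pools, with a log2 fold change of -6.681 (standard error 2.69, adjusted p = 0.433). Because it is one of a family of zinc finger genes with similar sequences, reads of Gm13157 that also align to other copies could have been left out by the counting. Tshz1, on chromosome 18 from 84011627 to 84087706, had 36.3 ± 2.769 CPM (SD, n = 2) in jugular pools and 2 and 4 counts in nodose pools, and its log2 fold change was -10.87 (standard error 2.46, adjusted p = 0.321). Toward nodose, Hoxb5 on chromosome 11 from 96303336 to 96306121 had 382.9 ± 39.5 CPM (SD, n = 2), against 0.1331 ± 0.01307 CPM in jugular pools. Its log2 fold change was 11.44 (standard error 0.622). Tbx3, on chromosome 5 from 119670669 to 119684724, had 225.4 and 159.2 CPM in nodose pools and 0.03769 and 2.236 CPM in jugular pools, a log2 fold change of 7.361 (standard error 2.08, adjusted p = 0.321). Nhlh2, on chromosome 3 from 102010076 to 102015492, was the lowest of these nodose genes at 11.52 and 34.32 CPM, with 0.1615 and 0.3659 CPM in jugular pools and a log2 fold change of 6.394 (standard error 2.38, adjusted p = 0.394). The value of Tbx3 depended most on a single pool, and without jugular replicate 2 its log2 fold change was 12.24. The paper takes these levels as predominant expression of Cited1, Gm13157 and Tshz1 in jugular and of Hoxb5, Tbx3 and Nhlh2 in nodose TRPV1-positive neurons.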

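Prdm12 lies on chromosome 2 from 31640037 to 31655795 of GRCm38 and had 172.3 and 185.6 CPM (32003 and 36506 counts) in the jugular pools of the Trpv1 selection. The nodose pools held 37 and 6 counts, or 0.241 and 0.03821 CPM, both at or above the 3 counts taken as the smallest value the depth can show. Beside the jugular level, the 6 counts may have passed between pools handled together and cannot be told from 0. The mean was 178.9 ± 9.362 CPM (SD, n = 2) in jugular and 0.1396 ± 0.1434 CPM in nodose pools, a log2 fold change of -10.35 (standard error 1.44, adjusted p = 0.15) in edgeR's quasi-likelihood test. DESeq2 gave a log2 fold change of -9.572 with an adjusted p of 8.89e-08, and edgeR with the replicate block -10.82 with an adjusted p of 0.362. Leaving out nodose replicate 1 changed the estimate most, to -12.22. The paper reads the nodose level as not detected.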

Also, the epigenetic enzyme *Prdm12* was detected in jugular, but not nodose TRPV1-positive neurons. A similar pattern of differential expression of these transcription regulators was also observed in the capsaicin selection dataset (Fig 3B, S2 Table).

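In the capsaicin-selected pools, Prdm12 had 20.56 and 30.66 CPM in jugular and 0 and 1 counts in nodose pools, and Cited1 had 23.64 and 12.82 CPM in jugular and 1 count in each nodose pool. The jugular pools had 9.828 and 33.76 CPM of Tshz1 and 9.538 and 9.567 CPM of Gm13157, so that neither reached 10 CPM in both replicates, against 0.1489 and 0 and 0.3722 and 0 CPM in the nodose pools. Toward nodose, Hoxb5 had 372.3 and 285.9 CPM against 0.1813 and 0 CPM in jugular pools. Tbx3 was at 27.2 and 160.4 CPM in nodose pools and Nhlh2 at 15.41 and 37.6 CPM, against 0.07253 and 0.03921 and 0.2176 and 0.5489 CPM in jugular pools. The direction was that of the Trpv1 selection for all 7 genes, with log2 fold changes from -10.11 (Prdm12) to -5.765 (Gm13157) toward jugular and from 5.965 (Nhlh2) to 11.65 (Hoxb5) toward nodose. The lowest adjusted p of the 7 genes from edgeR's quasi-likelihood test was 0.352, for Cited1, Prdm12, Tbx3 and Hoxb5, and with the replicate block Hoxb5 had 0.0984 and the other 6 had 1, with the pairing from the labels at r = -0.00711. DESeq2 gave adjusted p-values of 0.00302 for Hoxb5, 0.00319 for Tbx3, 0.0052 for Prdm12 and 0.00734 for Cited1. It gave 0.0207 for Tshz1, 0.0456 for Nhlh2 and 0.128 for Gm13157. Hoxb5 was the most sensitive to the choice of pools, with a log2 fold change of 16 without jugular replicate 1, where the other jugular pool had no count. A joint fit to the nodose and jugular pools of both selections had the selection as a covariate. In it, edgeR's quasi-likelihood test gave adjusted p-values of 4.14e-04 for Hoxb5, 0.0233 for Prdm12 and 0.0664 for Tbx3. Cited1, Tshz1, Nhlh2 and Gm13157 stayed above 0.1 there, at 0.116, 0.228, 0.312 and 0.475. The paper takes the same direction in both datasets as a similar pattern of these regulators.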

**Fig 3:**
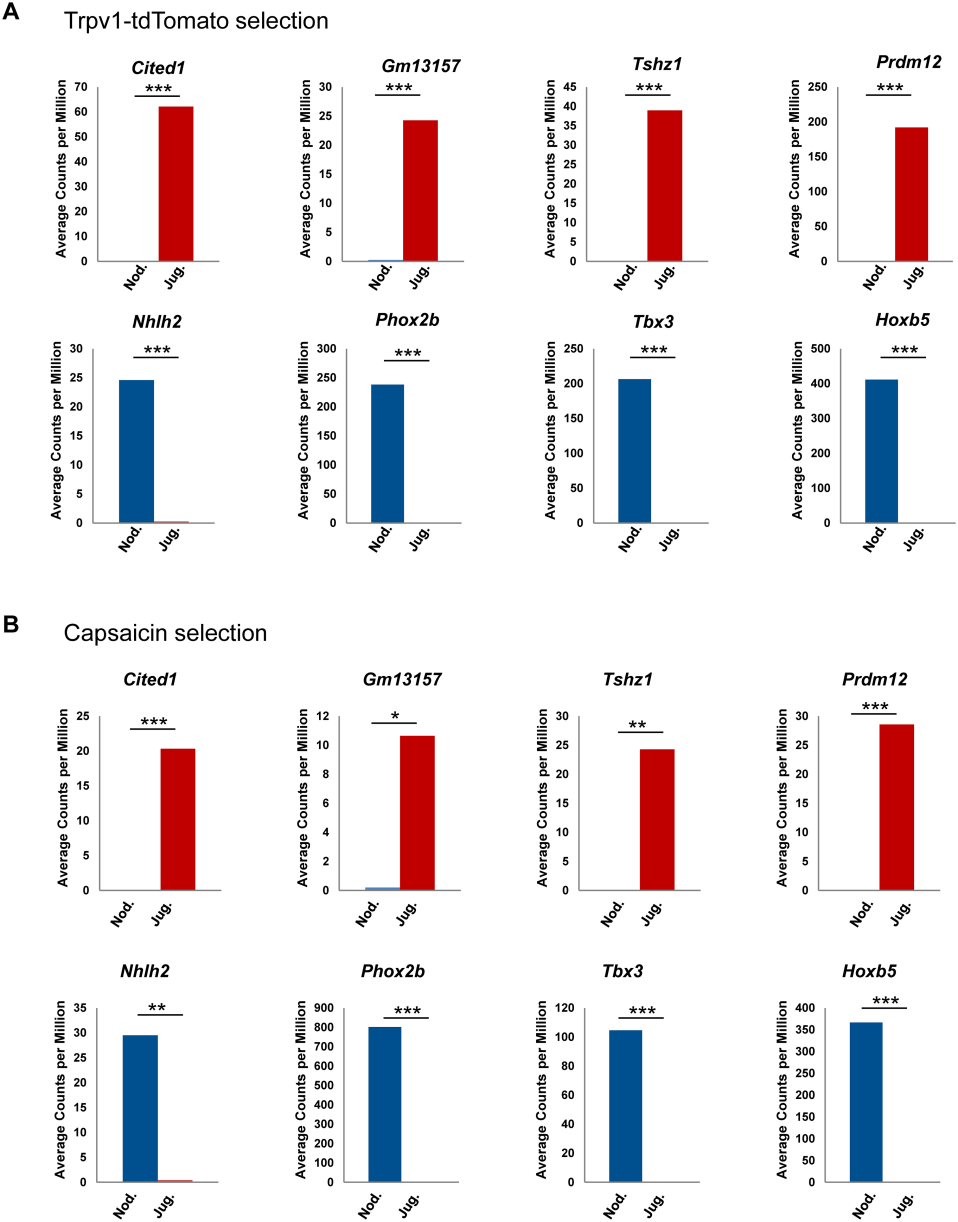
RNA sequencing revealed distinct expression of transcription factors between nodose and jugular C-fiber neurons. (A) Transcription factors differentially expressed in nodose and jugular C-fiber neurons from the Trpv1 selection. Y-axis indicates average of normalized counts per million (CPM) from Trpv1-tdTomato selection. Blue indicates nodose, red indicates jugular C-fiber neurons. P values were calculated based on group comparison. * p value ≤ 0.05; ** p value ≤ 0.01; *** p value ≤ 0.001. (B) Transcription factors differentially expressed in nodose and jugular C-fiber neurons from the capsaicin selection. Y-axis indicates average CPM from capsaicin selection. Blue indicates nodose, red indicates jugular C-fiber neurons. P values were calculated based on group comparison. * p value ≤ 0.05; ** p value ≤ 0.01; *** p value ≤ 0.001.

We characterized the expression of receptors for inflammatory and immune mediators that may recruit vagal jugular and nodose capsaicin-sensitive C-fiber activity in visceral inflammatory diseases. The receptors for only a small percentage of inflammatory and immune mediators were expressed by jugular or nodose TRPV1-positive neurons; but distinct expression of certain cytokines, chemokines, TRP channels, and lipid mediators were noted in both types of TRPV1-positive neurons (Table 2). 

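Table 2 names 70 receptor genes, of which 69 are in the files analysed here, since Tlr10 is not among the gene symbols. A CPM of at least 10 in both replicates of the Trpv1 selection, the minimum of the paper's own filter, was reached by 8 of the 69 genes in nodose pools and by 10 in jugular pools. The nodose genes were Cx3cr1, Cxcr2, Ifnar1, Ifnar2, Ifngr2, Lpar1, Ptgir and S1pr3. The jugular genes were Cxcr2, Ifnar1, Ifngr2, Il10rb, Il4ra, Lpar1, Lpar3, Ptgdr, Ptgir and S1pr3. Another 6 genes in nodose and 5 in jugular pools reached 10 CPM in only 1 of the 2 replicates, among them Ltbr with 9.003 and 47.89 CPM in nodose pools and Ptger2 with 0.006514 and 21.74 CPM in nodose and 0 and 21.64 CPM in jugular pools. No count at all was found for 28 of the 69 genes in nodose pools and for 32 in jugular pools, where 3 counts correspond to 0.0179 to 0.0195 CPM. The only TRP channels followed here were Trpv1, with 204.5 ± 72.76 CPM (SD, n = 2) in nodose and 27.38 ± 7.175 CPM in jugular pools, and Trpa1, with 98.89 ± 22.33 and 25.08 ± 23.19 CPM. Counting genes by the mean CPM in place of both replicates raised the numbers to 11 in nodose and 14 in jugular pools. With 1 replicate left out, a single pool gave the largest number in nodose neurons, 13 genes. In jugular neurons a single pool gave up to 14 genes, no more than the mean CPM. From the few receptors with such values, the paper concludes that receptors for only a small percentage of inflammatory and immune mediators are expressed.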

Interestingly, there were relatively few receptors for chemokines, cytokines, or toll-like receptors expressed by vagal TRPV1-positive neurons. 

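Of the 20 chemokine receptor genes of Table 2, Cxcr2 and Cx3cr1 had a CPM of at least 10 in both nodose pools of the Trpv1 selection, and only Cxcr2 did in both jugular pools. Cx3cr1, on chromosome 9 from 119901616 to 120069879, had 12.52 and 15.26 CPM in nodose and 7.678 and 4.91 CPM in jugular pools. No count was found for 13 of the 20 in nodose pools and for 14 in jugular pools. Of the 11 cytokine receptor genes, none reached this level in both nodose pools, while Il4ra did in the jugular pools. Ltbr and Tnfrsf1b exceeded 10 CPM in 1 nodose pool each. None of the 10 toll-like receptor genes in the files reached 10 CPM in both replicates of a group, and 6 had no count in nodose and 8 no count in jugular pools. Tlr3 exceeded 10 CPM in 1 jugular pool, and was the highest of its class there. With a minimum of 1 CPM in both replicates, the number of expressed genes over all classes of Table 2 rose to 12 in nodose and 14 in jugular pools. The capsaicin selection differed for single genes, with CPM computed over the 10 pools. Il1r1 had 150.1 and 159.4 CPM in its nodose and 57.05 and 0 CPM in its jugular pools. No count of Il1r1 was found in the Trpv1-tdTomato-positive pools. Cxcr7, listed as Ackr3, had 16.59 and 79.57 CPM in the capsaicin-selected nodose pools. Cxcr2 was lower in these, with 9.463 and 21.82 CPM. The paper concludes that there are relatively few of these receptors in vagal TRPV1-positive neurons.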

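Cxcr2 lies on chromosome 1 from 74153989 to 74161246 of GRCm38. It had 125.3 and 106.1 CPM (19239 and 16655 counts) in the nodose pools and 193 and 111.4 CPM (35853 and 21920 counts) in the jugular pools of the Trpv1 selection. The means were 115.7 ± 13.62 CPM (SD, n = 2) in nodose and 152.2 ± 57.72 CPM in jugular pools, with a log2 fold change of -0.4333 (standard error 0.535, adjusted p = 0.907) from edgeR's quasi-likelihood test, which is within the spread of the replicates. Cxcr2 was the highest of the 20 chemokine receptor genes in both groups. Without jugular replicate 1 the log2 fold change was closest to 0, at -0.0008798. The paper reports the gene as expressed in both kinds of neuron on the strength of these values.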

A notable exception was *Cxcr2* which was found to be expressed in both nodose and jugular TRPV1-positive neurons. 

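Il4ra, on chromosome 7 from 125552120 to 125579474, had 125.4 and 30.52 CPM in the jugular pools of the Trpv1 selection and 0.02606 and 0.4076 CPM in the nodose pools. Its log2 fold change was -8.529 (standard error 2.3, adjusted p = 0.321), with a wide spread between the jugular replicates.  Of the type 1 interferon receptor genes, Ifnar1 had 97.11 and 63.46 CPM in nodose and 145 and 67.41 CPM in jugular pools, and Ifnar2 had 22.16 and 26.29 and 8.938 and 1.692 CPM. For the type 2 receptor, Ifngr2 had 43.26 and 179.8 CPM in nodose and 11.2 and 47.69 CPM in jugular pools. Ifngr1 had 0.01303 and 2.967 CPM in nodose and 37.17 and 0.01017 CPM in jugular pools, so it exceeded 10 CPM in a single pool. Il10rb, which Table 2 lists with the interferon receptors, had 83.73 and 5.661 CPM in nodose and 12.74 and 46.28 CPM in jugular pools. None of the differences between nodose and jugular pools had an adjusted p under 0.3 in edgeR's quasi-likelihood test, and for Ifnar1, Ifnar2, Ifngr2 and Il10rb it was 0.938, 0.836, 0.718 and 0.974. DESeq2 gave Il4ra a log2 fold change of -7.677 with an adjusted p of 3.26e-04. Its lowest adjusted p for the interferon receptor genes and Il10rb was 0.519, for Ifnar2. Among these genes the log2 fold change of Il4ra shifted the most, reaching -11.55 with nodose replicate 2 left out, and that of Il10rb changed sign from 0.5653 to -2.427 without nodose replicate 1. In the capsaicin selection, with CPM computed over all pools, Il4ra had 0.0785 and 16.97 CPM in jugular and no count in nodose pools. Ifnar2 had no count in its nodose and 0 and 4.67 CPM in its jugular pools, while Ifnar1 had 115.3 to 636 CPM. From the levels of the Trpv1 selection the paper reasons that Il4ra and both types of interferon receptor are the expressed ones among the many cytokine receptors.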

Amongst the numerous cytokine receptors, interleukin 4 receptor *Il4ra* was expressed and Type 1 and 2 interferon receptors were strikingly expressed. The sphingosine-1P receptor, *S1pr3*, was the most expressed of all lipid mediator receptors. 

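S1pr3, on chromosome 13 from 51408639 to 51422797, had 280.5 and 421.4 CPM in the nodose pools of the Trpv1 selection, with a mean of 350.9 ± 99.58 (SD, n = 2), the highest of the prostaglandin, sphingosine-1P, LPA and resolvin receptor genes of Table 2 there.  The next highest in nodose pools were Ptgir at 82.6 ± 40.85 CPM and Lpar1 at 34.2 ± 12.99 CPM. The jugular pools had 71.66 and 15.02 CPM of S1pr3, with a mean of 43.34 ± 40.05 CPM. There, Ptgdr averaged 58.1 ± 12.05 CPM, Lpar1 averaged 57.05 ± 66.23 CPM and Lpar3 averaged 47.86 ± 27.11 CPM, and the differences between these and S1pr3 were smaller than the spread of its replicates. The log2 fold change of S1pr3 between nodose and jugular pools was 2.979 (standard error 0.849, adjusted p = 0.321) in edgeR's quasi-likelihood test. It ranged between 2.236 and 4.493 with 1 pool left out, and the upper end came without jugular replicate 1. In the capsaicin selection S1pr3 had 383.9 ± 223.4 CPM (SD, n = 2) in nodose pools but only 0.0921 ± 0.07485 CPM in jugular pools. Its log2 fold change there was 11.85, with an adjusted p of 0.162 in edgeR's quasi-likelihood test and 0.00264 in DESeq2. The paper ranks S1pr3 first among the lipid mediator receptors by its CPM.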

Among the prostanoids receptors, the prostacyclin receptor *Ptgir* showed stronger expression in nodose neurons, while the prostaglandin D receptor *Ptgdr* was selectively expressed in jugular neurons.

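Ptgir, on chromosome 7 from 16906490 to 16910905, had 111.5 and 53.72 CPM in nodose pools and 22.79 and 23.59 CPM in jugular pools of the Trpv1 selection, a log2 fold change of 1.796 (standard error 0.998, adjusted p = 0.638) from edgeR's quasi-likelihood test. Each nodose pool was above both jugular pools, and the difference of the means exceeded the SD of the nodose replicates of 40.85 CPM. Ptgdr, on chromosome 14 from 44851235 to 44859375, had 66.62 and 49.58 CPM in jugular pools and 15 and 5 counts in nodose pools, with a log2 fold change of -9.828 (standard error 2.06, adjusted p = 0.321). DESeq2 gave Ptgdr a log2 fold change of -9.181 with an adjusted p of 5.01e-08, and Ptgir 1.732 with 0.576. Of the other prostaglandin receptor genes, Ptger1 had 0.08615 and 36.55 CPM in the jugular pools and Ptger4 had 0.2866 and 16.39 CPM in the nodose pools, so each reached 10 CPM in a single replicate. With nodose replicate 1 left out the log2 fold change of Ptgir fell to 1.162 and that of Ptgdr went to -10.85, the furthest either moved. In the capsaicin selection Ptgir had 281.1 ± 22.8 CPM (SD, n = 2) in nodose pools but only 0.1132 ± 0.006248 CPM in jugular pools. Its log2 fold change there was 11.1, with an adjusted p of 0.155 in edgeR's quasi-likelihood test and 0.00296 in DESeq2. The paper takes the CPM of Ptgir as stronger expression in nodose neurons and that of Ptgdr as selective expression in jugular neurons.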

**Table 2:** Expression of receptors for selected immune mediators in nodose and jugular afferent neurons^a^.

Gene	Nodose	Jugular	Gene	Nodose	Jugular	Gene	Nodose	Jugular
**Chemokine receptors**			*Il6ra*	0	0	*Ptgdr2*	0	1
*Cxcr1*	0	0	*Il7r*	0	0	*Ptger1*	4	20
*Cxcr2*	124	163	*Il9r*	0	0	*Ptger2*	11	12
*Cxcr3*	0	0	Other interleukin receptors	0	0	*Ptger3*	0	0
*Cxcr4*	0	0	*Tnfrsf1a*	1	1	*Ptger4*	9	0
*Cxcr5*	1	0	*Tnfrsf1b*	9	0	*Ptgfr*	0	0
*Cxcr6*	0	0	*Ltbr*	30	1	*Ptgir*	86	26
*Cxcr7*	0	0	**Interferon receptors**			*Tbxa2r*	0	0
*Ccr1*	0	0	*Ifnar1*	86	114	**Sphingosine-1P receptors**		
*Ccr2*	0	0	*Ifnar2*	26	5	*S1pr1*	0	3
*Ccr3*	0	0	*Ifngr1*	1	19	*S1pr2*	8	14
*Ccr4*	0	0	*Ifngr2*	119	31	*S1pr3*	376	46
*Ccr5*	0	0	*Il10rb*	48	31	*S1pr4*	3	2
*Ccr6*	0	0	**Toll-like Receptors**			*S1pr5*	0	0
*Ccr7*	0	0	*Tlr1*	0	0	**LPA receptors**		
*Ccr8*	0	0	*Tlr2*	0	0	*Lpar1*	36	61
*Ccr9*	0	0	*Tlr3*	0	9	*Lpar2*	0	0
*Ccr10*	0	0	*Tlr4*	0	0	*Lpar3*	0	51
*Ccr11*	0	0	*Tlr5*	0	0	*Lpar4*	0	0
*Xcr1*	0	0	*Tlr6*	0	0	*Lpar5*	0	0
*Cx3cr1*	14	6	*Tlr7*	0	0	*Lpar6*	0	0
**Cytokine receptors**			*Tlr8*	0	0	**Resolvin Family receptors**		
*Il1r1*	0	0	*Tlr9*	0	0	*Fpr2*	0	0
*Il2ra*	0	0	*Tlr10*	0	0	*Gpr18*	0	0
*Il3ra*	0	1	*Tlr11*	0	0	*Cmklr1*	0	0
*Il4ra*	0	83	**Prostaglandin receptors**					
*Il5ra*	3	2	*Ptgdr*	0	64			

^a^Values in the table indicate mean Counts per Million (CPM) values across replicates.

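For the capsaicin-insensitive neurons, 2 pools of 15 nodose neurons without red fluorescence (Trpv1-tdTomato-negative) were picked from the same mice as the Trpv1-tdTomato-positive neurons and prepared and sequenced in the same way. Their total counts on genes were 158148782 and 148452506, against 154542864 and 153686267 in the 2 pools of 30 Trpv1-tdTomato-positive nodose neurons. At this depth 3 counts correspond to 0.019 and 0.0202 CPM by plain totals in the Trpv1-tdTomato-negative pools. At least 1 count was found for 12770 and 13029 genes, and the log2 CPM of the replicates correlated with Pearson's r of 0.856 across genes, which are not independent replicates. The authors deposited raw HTSeq counts for these pools too. The CPM of this comparison was computed within its 4 pools, so the values of the Trpv1-tdTomato-positive nodose pools differ from those in the comparison with jugular pools. The fit was edgeR's quasi-likelihood test with the thresholds of the other comparisons, and log2 fold changes are Trpv1-tdTomato-positive over Trpv1-tdTomato-negative. Pools with the same replicate number deviated from their group means with a correlation of r = -0.00744 across 6463 genes, so the numbers taken from the labels did not pair them. The number of cells in a pool differs between the groups and cannot be told apart from the population.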

As additional control we evaluated capsaicin-insensitive neurons. The function of these neurons has not been thoroughly characterized in most visceral organs, however, in the respiratory tract and esophagus these neurons are largely limited to low-threshold mechanosensitive A-fibers that, depending on the nerve phenotype, are sensitive to light touch and/or subtle increases in wall tension [1, 6, 44]. 

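Principal components were computed from log2(CPM + 1) of the 15854 genes with at least 1 count in the 6 pools of the Trpv1 selection, centred and not scaled. The first component held 26.4%, the second 21.63% and the third 20.9% of the variance. On the first component the Trpv1-tdTomato-positive nodose pools were at 101.8 and 94.51, the jugular pools at -113.5 and -109.7, and the Trpv1-tdTomato-negative nodose pools in between at 8.611 and 18.33. The second component placed the Trpv1-tdTomato-negative pools at -74.55 and -95.72, the jugular pools at 45.12 and 25.86, and the Trpv1-tdTomato-positive nodose replicates far apart at 133.9 and -34.6. Over all genes, the mean distance between pools of different groups was 1.089 times that between replicates. Of the 15 ways to make 3 pairs of 6 pools, the real one gave the largest ratio (exact permutation test, p = 0.0667, the smallest that this design can give), and the next reached 1.04. The distance between the Trpv1-tdTomato-positive nodose replicates was 267.5, and that of the second of them to the nearest Trpv1-tdTomato-negative pool was 254.6. Restricting the genes to those with a CPM of at least 10 changed the first component and the ratio most, to 33.56% and 1.257, and the second component rose most, to 27.81%, without Trpv1-tdTomato-positive nodose replicate 2. From the separation of the pools in Fig 4A, the paper concludes that the capsaicin-insensitive neurons have distinct gene expression.

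**Figure D2:**
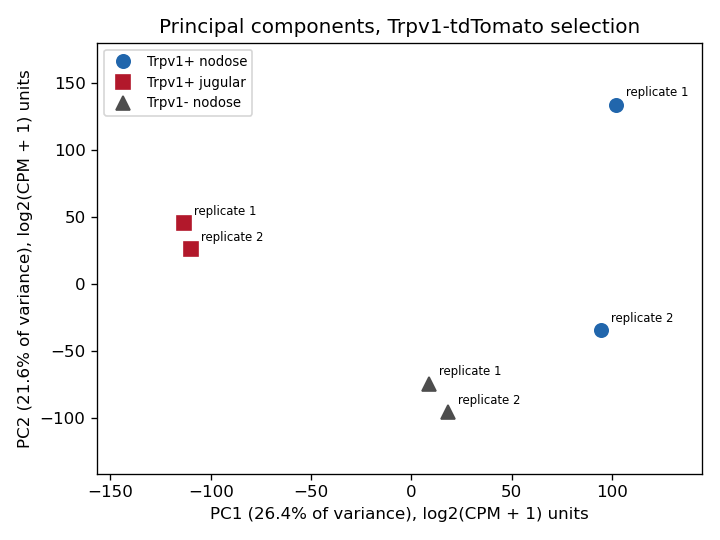
First and second principal component of log2(CPM + 1) for the 2 replicates of each of the 3 groups of the Trpv1 selection, in log2 units. The first component orders the groups from jugular at -113.5 to Trpv1-tdTomato-positive nodose at 101.8, and the replicates of the latter lie at 133.9 and -34.6 on the second.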

Principle component analysis on the overall transcriptome expression revealed that these capsaicin-insensitive (Trpv1-tdTomato-negative) nodose neurons have distinct gene expression compared to the capsaicin sensitive (Trpv1-tdTomato-positive) nodose and jugular neurons (Fig 4A). Group comparison between Trpv1-tdTomato-negative and -positive nodose neurons detected 99 genes with significantly higher expression in Trpv1-tdTomato-positive nodose C-fiber neurons, and 328 genes with significantly higher expression in Trpv1- tdTomato-negative nodose C-fiber neurons (fold change ≥ 2 and FDR ≤ 0.1) (Fig 4B, S3 Table). 

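The fit of edgeR's quasi-likelihood test to the Trpv1-tdTomato-positive and -negative nodose pools gave 6 genes higher in the positive and 0 genes higher in the negative pools, at an adjusted p of at most 0.1, a fold change of at least 2 and a CPM of at least 10 in both replicates of a group. The largest changes among them were those of Uts2b, Efcab6, Trpv1, Calca and Tmem176b. The remaining gene was Rn45s, which takes ribosomal RNA reads, with a log2 fold change of 2.02 (adjusted p = 0.05). Without Rn45s in the counts, 5 genes were higher in the positive pools. Uts2b had 344.4 and 531.8 CPM in positive and 0.09342 and 0.05269 CPM in negative pools, with a log2 fold change of 12.48 (standard error 0.721, adjusted p = 0.05). Efcab6, on chromosome 15 from 83866712 to 84065379, had 223.9 and 280.4 CPM in positive and 0.03114 and 0.05269 CPM in negative pools, a log2 fold change of 12.47 (standard error 0.856, adjusted p = 0.05). Calca, which encodes the neuropeptide CGRP and lies on chromosome 7 from 114631478 to 114636357, had 315.9 and 513 against 0.8979 and 1.096 CPM, a log2 fold change of 8.637 (standard error 0.582, adjusted p = 0.05). Tmem176b, on chromosome 6 from 48833818 to 48841496, had 1319 and 1277 against 73.21 and 75.23 CPM, and its log2 fold change was 4.07 (standard error 0.235, adjusted p = 0.05). Of the alternatives set before the files arrived, DESeq2 with the same thresholds moved the counts most, to 91 genes higher in positive and 300 higher in negative pools. The replicate block, with the pairing taken from the labels at r = -0.00744, left 1 gene, Rn45s, higher in positive and 0 higher in negative pools. With any 1 of the 4 pools left out, a group has 1 pool and the spread comes from the other group alone. The number of genes called in such a fit is therefore no test of these calls.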

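Trpa1, on chromosome 1 from 14872648 to 14918862, had 5 and 3 counts in the Trpv1-tdTomato-negative nodose pools, or 0.02595 and 0.01581 CPM. This is at or near the 3 counts taken as the smallest value the depth can show. The Trpv1-tdTomato-positive nodose pools had 89.46 and 124.2 CPM, a mean of 106.8 ± 24.57 (SD, n = 2). The log2 fold change was 12.21 (standard error 1.47, adjusted p = 0.342) in edgeR's quasi-likelihood test, whose spread is shared across genes, and DESeq2 gave 11.58 with an adjusted p of 1.71e-12. Thinning all pools to the smallest total lowered the log2 fold change to 10.89, its largest shift. The paper reads these values as a lack of other TRP channels of nociceptors in the negative population.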

As expected, the Trpv1- tdTomato-negative population of nodose neurons also lacks expression of other nociceptor associated TRP channels such as *Trpa1*. Also consistent with putative functions of these neurons, the low-threshold mechanosensitive receptor *Piezo2* [45] is richly expressed in the Trpv1- tdTomato-negative population, but not in the capsaicin-sensitive / Trpv1- tdTomato-positive population of nodose neurons. 

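Piezo2 lies on chromosome 18 from 63010213 to 63387183 of GRCm38. It had 14.49 and 10.93 CPM (2793 and 2075 counts) in the Trpv1-tdTomato-negative nodose pools and 2 and 4 counts in the Trpv1-tdTomato-positive nodose pools. The log2 fold change was -9.263 (standard error 2.71, adjusted p = 0.366) in edgeR's quasi-likelihood test, and -8.67 with an adjusted p of 3.10e-07 in DESeq2. The capsaicin-sensitive nodose pools of the capsaicin selection held 1 and 4 counts. Both replicates of the negative group exceeded both of the positive group, and the SD of 2.518 CPM was small beside the difference of the means. Of the alternatives, thinned counts gave the largest shift, to a log2 fold change of -8.568 (adjusted p = 0.398). The paper links this expression to the putative function of the negative neurons as low-threshold mechanosensors.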

In addition to *Piezo2* these neurons selectively express *P2ry1*, consistent with the recent findings of Chan and collaborators (Fig 4C) [46].

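P2ry1, on chromosome 3 from 61002795 to 61008982, had 93.06 and 102.7 CPM in the Trpv1-tdTomato-negative nodose pools, a mean of 97.89 ± 6.844 (SD, n = 2). The Trpv1-tdTomato-positive nodose pools had 0.04909 and 1.069 CPM, from 7 and 155 counts. The log2 fold change was -7.518 (standard error 1.99, adjusted p = 0.366) in edgeR's quasi-likelihood test, and DESeq2 gave -6.791 with an adjusted p of 0.0016. No count was found in either nodose pool of the capsaicin selection. Because the positive replicates differ, the estimate was most sensitive to positive replicate 2, without which it was -10.97. The paper describes P2ry1 as selectively expressed with Piezo2 in these neurons and refers to earlier work on them.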

**Fig 4:**
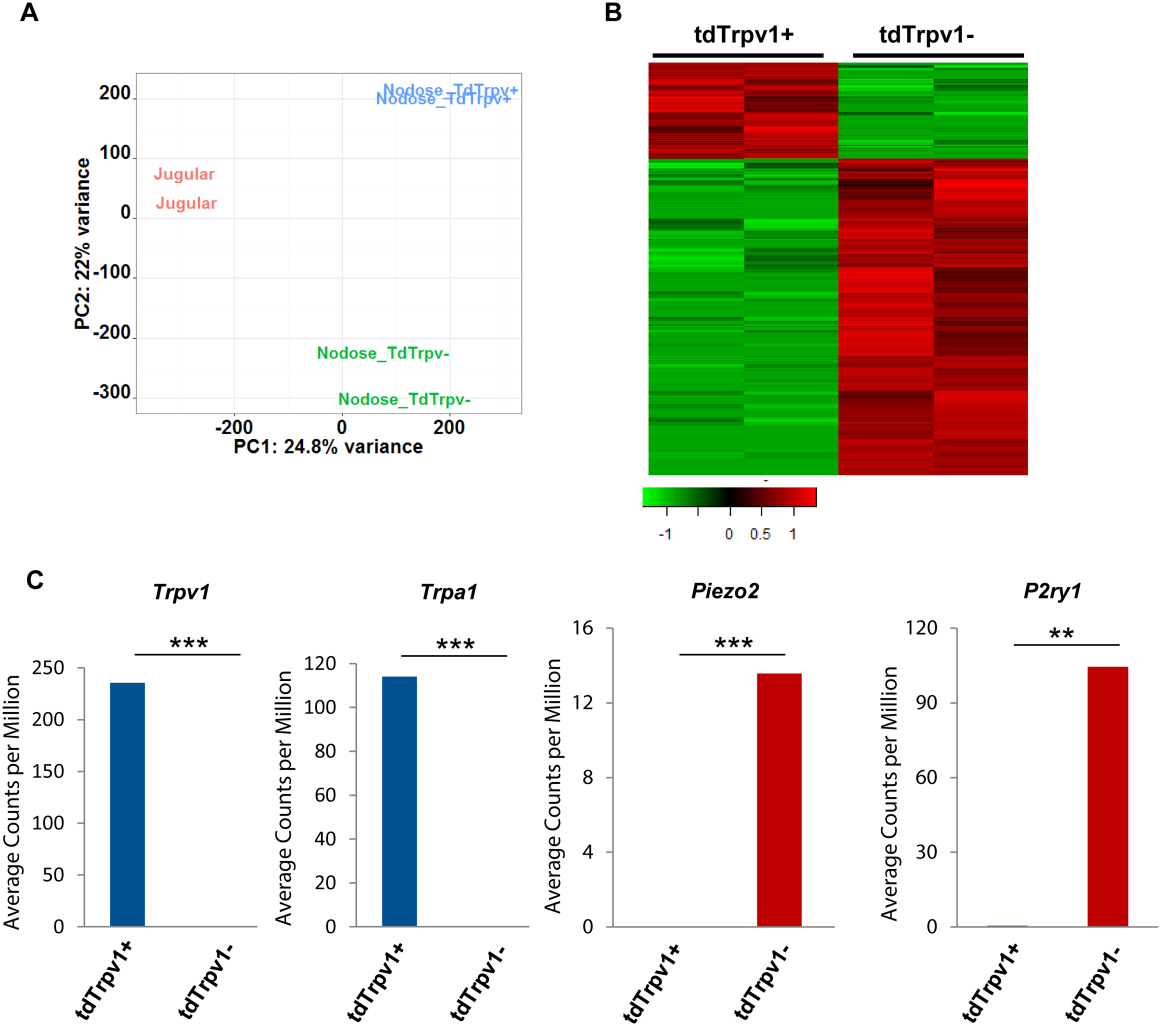
RNA sequencing revealed distinct gene expression between Trpv1-tdTomato positive and negative nodose C-fiber neurons. (A) Principle component analysis showing the overall expression patterns of jugular, Trpv1-tdTomato positive and negative nodose C-fiber neurons. Log2 transformed CPM from Trpv1-tdTomato selection dataset was used. (B) Heatmap showing expression of genes with significant expression difference between Trpv1-tdTomato positive and negative nodose C-fiber neurons. Log2 transformed CPM was used. Red indicates high expression, green indicates low expression. Color bar indicates z score. (C) Selected genes that are differentially expressed in Trpv1-tdTomato positive and negative nodose C-fiber neurons. Y-axis indicates average CPM from Trpv1-tdTomato selection dataset. Blue indicates Trpv1-tdTomato positive nodose neurons, red indicates Trpv1-tdTomato negative nodose neurons. P values were calculated based on group comparison. * p value ≤ 0.05; ** p value ≤ 0.01; *** p value ≤ 0.001. Data from TRPV1 selection dataset.

### Functional consequences of the activation of immune receptors

To determine whether the immune receptors expressed in nodose neurons are functionally important, we have evaluated the effects of their respective agonists on the [Ca^2+^]_i_ given the fact that rapid increases in intracellular Ca^2+^ correlates with nociceptor activation. We evaluated the agonists for those receptors for mediators that have received little attention from sensory biologists. These include interferon-α, interferon-γ, CXCL8 and sphingosine-1 phosphate. Each of these stimuli elicited fast increases in [Ca^2+^]_i_ in 30 to 40% of capsaicin-sensitive neurons for different agonists (Fig 5). Interferon-α, Interferon-γ, CXCL8 and S-1P evoked response in 34.2% (N = 146), 40% (N = 135), 37.6% (N = 117) and 31.5% (N = 143) of capsaicin-sensitive neurons, respectively. The amplitude of increases in the [Ca^2+^]_i_ is variable among different neurons, but in some neurons was as robust as those induced by maximal capsaicin stimulation (Fig 5). In contrast, these stimuli failed to activate capsaicin-insensitive neurons. Only 1 out of 117 and 1 out of 84 neurons that were not capsaicin-sensitive responded to interferon-α and CXCL8, respectively, with a small increase in the Ca^2+^ signal the rest were unaffected by the stimuli.

**Fig 5:**
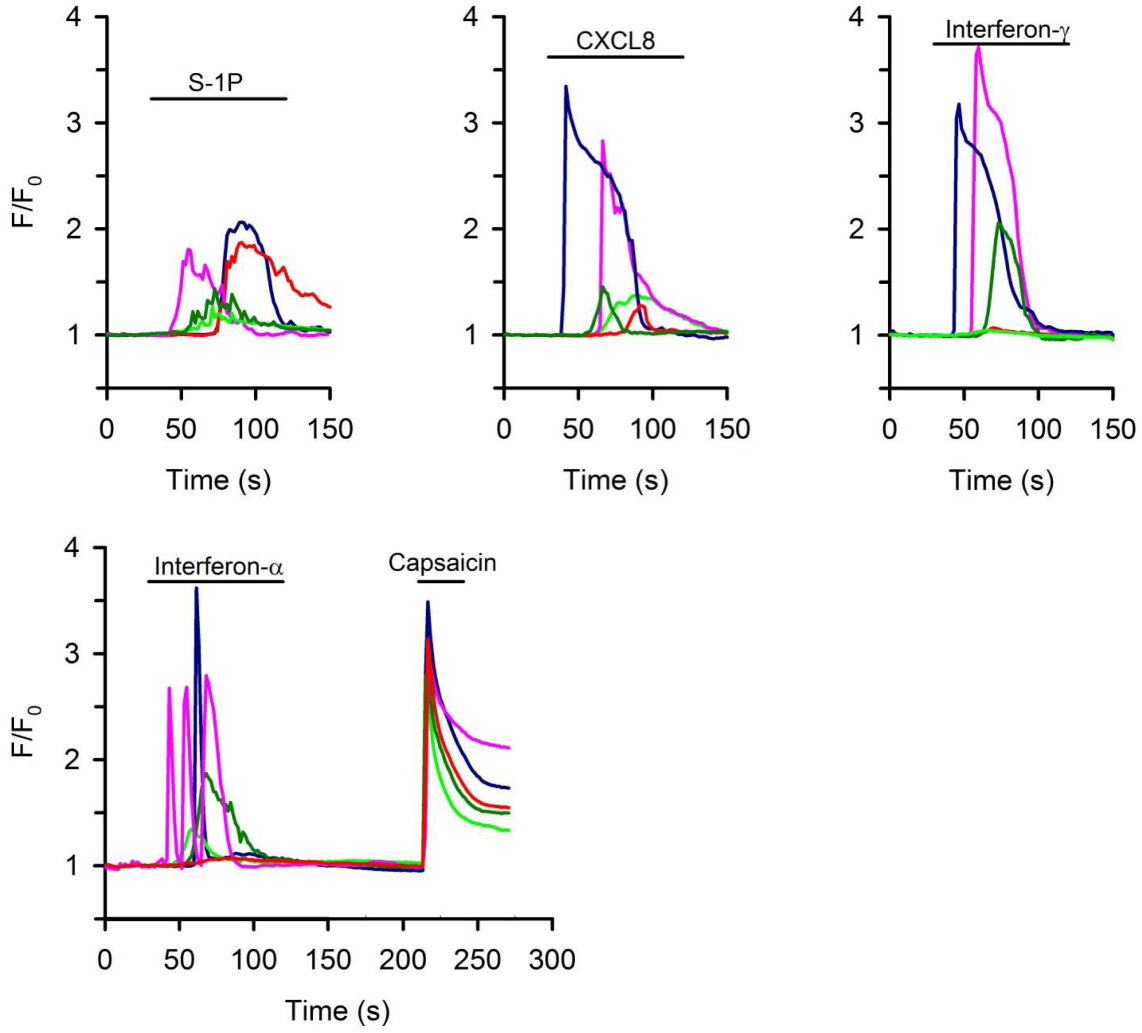
Response of isolated vagal sensory neurons to interferon-α (1000iu/ml) interferon- γ (200 ng/ml) CXCL8 (100ng/ml), and S-1P (10 μM) in a calcium assay. The vagal neurons were isolated from *Pirt-GCaMP3* heterozygote mice in which the genetically encoded Ca^2+^ indicator GCaMP3 is expressed under the sensory neuron-specific *Pirt* promoter. Capsaicin sensitivity was determined at the end of the experiment by adding 1 μM capsaicin. The capsaicin response is shown in the experiments with interferon-α to provide some insight into efficacy of the mediator responses relative to a maximal capsaicin response. Different colors indicate response in different representative neurons (Total of N>100 neurons were tested in each condition). F/F0: The intensity of whole-cell fluorescence for each cell under study as a function of time, normalized to the resting fluorescence.

Stimulation of GPCRs that increase cellular calcium in neuronal cell bodies often lead to action potential discharge at the C-fiber terminals. We determined whether S-1P could stimulate action potential discharge in nodose C-fibers terminating in the mouse lung (Fig 6). In 10 experiments we noted that S-1P (10 μM) stimulated strong action potential discharge in all nodose C-fibers averaging 6 ± 2 Hz. In three experiments the extrapolated EC50 for S-1P averaged 1.1 ± 0.4 μM. For comparison purposes capsaicin (1 μM) stimulated the C-fibers with an average of 30 ± 5 Hz.

**Fig 6:**
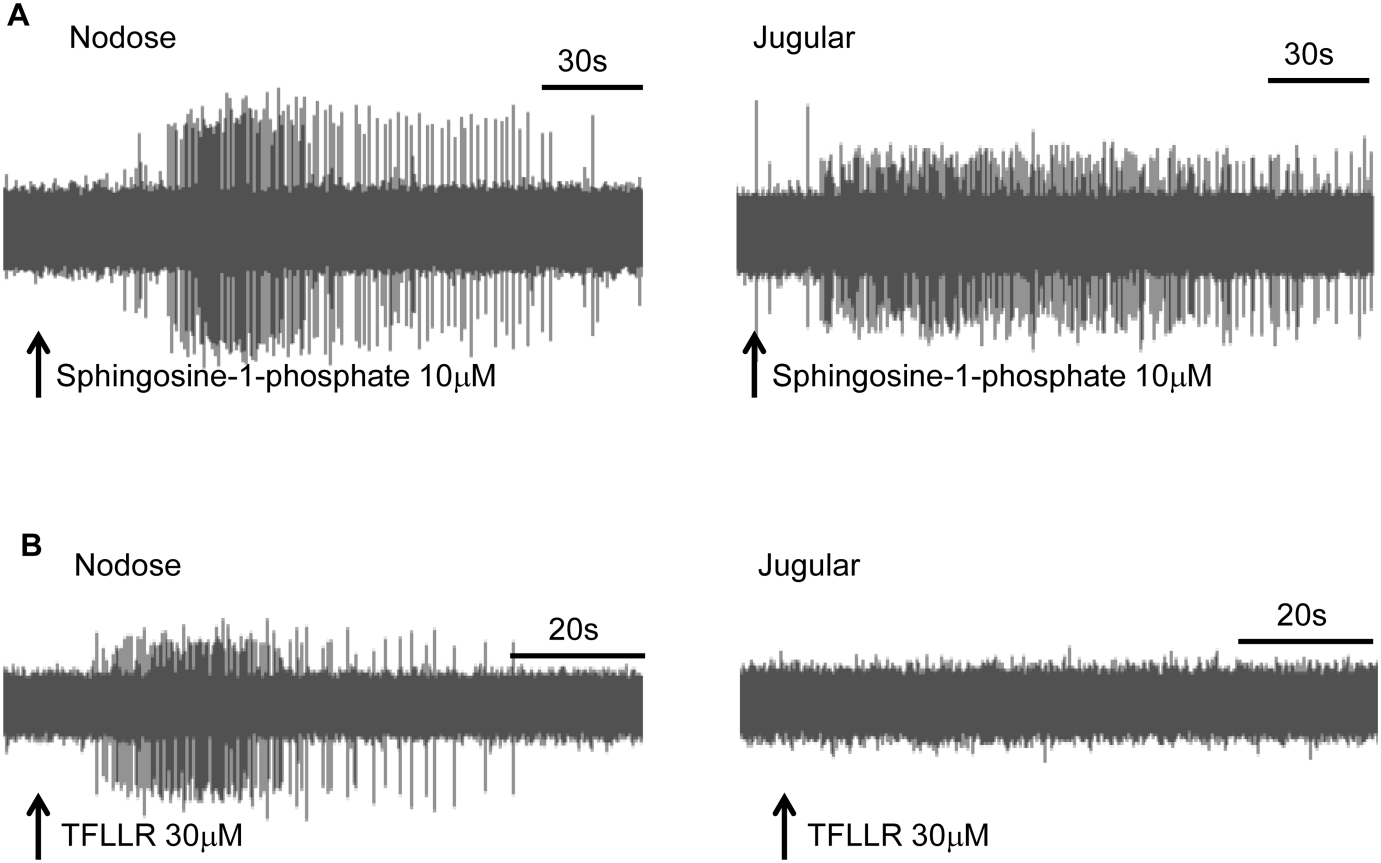
Action potential discharge of a C-fibers terminating in the mouse lungs. (A) Left, representative tracing showing action potential discharge evoked by S-1P in nodose C-fiber terminating in the mouse lung. The peak frequency of action potential discharge was 6±2Hz (N = 10). Right: S-1P evoked action potential discharge in 3 of 5 jugular C-fibers. (B), The PAR1 receptor selective agonist TFLLR stimulated nodose C-fibers (19 ± 3 Hz), but not jugular C-fibers (n = 4).

We previously noted that thrombin and the PAR1 selective agonist TFLLR activated the majority of vagal C-fibers in the mouse lung, and this was absent in PAR1 -/- mice [31]. In this study we addressed the hypothesis, based on the RNAseq data above, that the PAR1 activation will be selective for nodose C-fibers. TFLLR (3 μM) strongly stimulated 20 of 24 C-fibers with a peak frequency of discharge of 19 ± 3 Hz (Fig 6). The four C-fibers that were unresponsive to TRFLLR were also unresponsive to the α,β-methylene-ATP and we have previously reported those C-fiber terminals in the lungs that lack a response to this P2X_3_ agonist are derived from jugular neurons [12].

## Discussion

We used two methods to characterize the global gene expression in capsaicin-sensitive jugular and nodose C-fiber neurons using ultra-low input RNAseq technology. In the first method, the response to capsaicin was evaluated in a calcium assay, and thus every neuron subjected to RNAseq analysis was by definition capsaicin-sensitive. The disadvantage is that the physiological study may have led to the up- or down-regulation of some genes. In the second method, we used *Trpv1-*Td-tomato reporter mice. 

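Trpv1 lies on chromosome 11 from 73234292 to 73261242 of GRCm38. It had 9 and 8 counts in the Trpv1-tdTomato-negative nodose pools, or 0.04671 and 0.04216 CPM, above the 3 counts taken as the smallest value the depth can show. Beside the level in the positive pools, so few counts may have passed between pools handled together. They cannot be told from 0. The Trpv1-tdTomato-positive nodose pools had 275.5 and 165.8 CPM, a log2 fold change of 12.2 (standard error 0.928, adjusted p = 0.07) from edgeR's quasi-likelihood test. With the replicate block the adjusted p was 0.307 and the log2 fold change 12.15, the pairing taken from the labels having r = -0.00744. In the fit of Trpv1-tdTomato-positive nodose and jugular pools, the nodose pools had 255.9 and 153.1 CPM and the jugular pools 22.31 and 32.45 CPM. DESeq2 with fold-change shrinkage moved the comparison of positive and negative pools the most, to 11.61 (adjusted p = 1.80e-13). The paper takes the expression of Trpv1 in the red neurons only as showing that the reporter marks the intended cells.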

This reporter was validated by the observation of *Trpv1* expression only in the Trpv1-tdTomato-positive neurons (Fig 4). This method is less laborious and the isolated neurons are not subjected to physiological investigation, but has the potential disadvantage in that some neurons may have expressed *Trpv1* only during development and are not truly reflective of capsaicin-sensitive C-fiber neurons in the adult animals [47]. Given the potential differences in the two methods, we still saw satisfying consistency between the two RNAseq datasets. 

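The log2 fold changes of the 2 selections were compared across genes, which are not independent replicates, with each comparison fitted on its own. Over the 4034 genes that passed the CPM filter in both selections, Pearson's r was 0.379 and Spearman's rho 0.266. Of the 35 genes called different in the Trpv1 selection, 34 were tested in the capsaicin selection, and all 34 (100%) had the same direction there. In a fit to all 8 pools with the selection as a covariate, 88 genes differed between the ganglia, 47 higher in jugular and 41 higher in nodose neurons, and with the replicate block 41 genes did. The difference between the ganglia depended on the selection for 0 genes at an adjusted p of at most 0.1 in edgeR's quasi-likelihood test of the interaction. This number was 1071 with DESeq2 without shrinkage, and 96 with edgeR without the filter on low counts. The edgeR fit to the capsaicin selection alone gave 0 genes in either direction, and with the replicate block 9 higher in jugular and 11 in nodose neurons, where the pairing from the labels had r = -0.00711. Calling genes with DESeq2 had the greatest effect, with the same direction for 336 of 460 genes (73.04%), and with 599 genes in the fit to all 8 pools, or 1122 without fold-change shrinkage. From such similarity the paper concludes that the datasets are alike in spite of the different methods.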

Based on functional evaluation of single nodose and jugular C- fibers in the lungs and esophagus, along with single cell RT-PCR, and/or immunohistochemical analysis, several consistent distinctions have been discovered in nodose vs. jugular C-fibers in mice and guinea pigs with respect to expression of ionotropic receptors, GPCRs, neurotrophic factor receptors, and neuropeptide content. For all these genes, the predictions of differential gene expression were consistent with the RNAseq data with either method of selection for the *Trpv1* expressing neuron phenotype, confirming the quality of the isolation and RNAseq (Table 1).

The transcriptome profiling revealed a number of genes with significant expression difference between nodose and jugular C-fiber neurons. Further, pathway analysis revealed that a significant proportion of these genes are mostly involved in processes related to neuron function, such as ion channel activity and synaptic transmission, supporting the hypothesis that jugular and nodose C-fibers are functionally different. Of particular note were the several transcriptional regulators that were selectively expressed in nodose or in jugular C-fiber neurons, which were detected in both datasets (Fig 3). *Prdm12* is a transcription regulator expressed preferentially in jugular vagal neurons. *Prdm12* regulates gene expression by methylating histone H3 on lysine 9 [48]. Interestingly, a bi-allelic missense mutation of this gene is associated with congenital insensitivity to pain [49]. The transcription factor *Cited1*, *Gm13157* and *Tshz1* were preferentially expressed in jugular C-fiber neurons. Previously it has been reported that Cited1 interacts with Tox3 in the brain, and protects neuronal cells from cell death through induction of anti-apoptotic transcripts and repression of pro-apoptotic transcripts [50]. This indicates that Cited1 may have a role in survival of jugular neurons. 

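Tox3, on chromosome 8 from 90247040 to 90348343, had 36.19 and 13.1 CPM in the jugular pools of the capsaicin selection and no count in the nodose pools, where 3 counts correspond to 0.0974 to 0.134 CPM. Its log2 fold change there was -12.37 (standard error 4, adjusted p = 0.352) in edgeR's quasi-likelihood test. In the Trpv1 selection the jugular pools had 8.152 and 0.3659 CPM and the nodose pools 0 and 1 counts, a log2 fold change of -10.12 (standard error 3.51, adjusted p = 0.358), and no group reached 10 CPM. DESeq2, which shifted the value of the capsaicin selection the most, gave -9.836 with an adjusted p of 0.00419, and in the Trpv1 selection an adjusted p of 5.93e-04. The paper reports a higher level in jugular neurons in both datasets, and links it to the interaction of Cited1 with Tox3.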

Notably, *Tox3* also show significant upregulation in jugular neurons in both datasets, although did not reach the cutoff of CPM>10 in the Trpv1-tdTomato selection dataset. On the other hand, *Nhlh2*, *Phox2b*, *Tbx3* and *Hoxb5* were preferentially expressed in nodose C-fiber neurons. *Nhlh2* has been shown to be an oncogene for neuroblastoma [51–53]. Interestingly, *Hoxb5* showed dominant expression in long-term hematopoietic stem cells in the bone marrow [54], and *Tbx3* has been shown to be essential in the maintenance of mouse embryonic stem cell self-renewal [55]. Previous study in adult rat has reported that massive neurogenesis occurs in nodose ganglia following capsaicin-induced neuronal destruction [56]. Therefore, it will be very interesting to explore the neurogenesis activity in nodose neurons and the role of *Hoxb5* and *Tbx3* in this process.

It has long been appreciated that capsaicin-sensitive C-fibers in both the somatosensory and visceral sensory system can be directly stimulated by inflammatory mediators. However, our knowledge is incomplete as to which mediators are the most relevant for vagal sensory nerves. As expected both nodose and jugular Trpv1-positive neurons expressed receptors for various lipid mediators (Table 2). Among the prostanoids receptors, the prostacyclin receptor *Ptgir* was particularly strongly expressed. This is consistent with prostacyclin increasing the electrical excitability of nodose neurons, and stimulating nodose C-fibers in vivo [57–59]. PGD_2_ is elevated at sites of mast cells activation that may occur in food allergy, atopic asthma, and eosinophilic esophagitis. Interestingly, the prostaglandin D receptor (*Ptgdr*) was selectively expressed in jugular neurons. Maher et al. noted that this receptor is expressed in guinea pig jugular neurons, and PGD_2_ can stimulate calcium increases in jugular C-fiber neurons *in vitro*, and evoke coughing *in vivo* [60]. The sphingosine 1-P receptor, *S1pr3*, was very highly expressed especially in nodose neurons, and *S1pr3* activation has recently been implicated in the vagal C-fiber involvement of airways hyperreactivity associated with allergic airway inflammation of the mouse [37]. If this is indeed the case it would most likely be due to stimulation of nodose more than jugular C-fibers in the respiratory tract. Adding credence to an important role for S-1P is our observation that this mediator can evoked strong action potential discharge from nodose C-fibers in the lungs. 

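The files hold 4 histamine receptor genes and 14 genes of 5-HT receptors. In the Trpv1-tdTomato-positive pools, Hrh3 had 19.93 and 0.005083 CPM in jugular neurons and no other histamine receptor gene exceeded 13 counts in any of them. Of the 5-HT receptor genes, Htr3a, on chromosome 9 from 48899213 to 48911099, had 894.6 and 1220 CPM in nodose and 100.1 and 30.29 CPM in jugular pools, and Htr3b, on chromosome 9 from 48935008 to 48964990, had 180.5 and 444.3 and 0.3769 and 2.358 CPM. Apart from these, the highest value in the Trpv1-tdTomato-positive pools was 1.57 CPM, for Htr5b in the first nodose pool. The log2 fold change of Htr3a was 3.981 (standard error 0.65, adjusted p = 0.21) and that of Htr3b 7.791 (standard error 1.3, adjusted p = 0.215), both from edgeR's quasi-likelihood test. The capsaicin-selected pools had 162.3 and 238.8 CPM of Htr3a in nodose and 36.41 and 0.1961 CPM in jugular neurons, and no count of Htr3b in nodose pools. They also held genes found in a single jugular pool, with 37.41 CPM of Hrh1, 19.92 CPM of Htr5b and 10.73 CPM of Hrh4. Among the alternatives, the fit without jugular replicate 2 had the largest effect on Htr3b in the Trpv1 selection, with a log2 fold change of 9.634. On this basis the paper names the ionotropic 5-HT receptor as the exception among histamine and 5-HT receptors.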

There was relatively little expression of histamine and 5-HT receptors with the exception of 5-HT_3_. We have previously noted that 5-HT strongly stimulated nodose but not jugular C-fibers via the ionotropic 5-HT_3_ receptors, and this is in keeping with the selective expression of 5-HT_3_ seen here in nodose neurons [29, 30].

There were relatively few receptors for chemokines, cytokines, or toll-like receptors expressed by vagal Trpv1-expressing neurons. A notable exception was *Cxcr2* which was found in both nodose and jugular Trpv1-expressing neurons. This is the receptor for several CXCL chemokines commonly produced at sites of inflammation [61, 62]. Since vagal C-fibers often terminate in the mucosal layer where CXCL8 is produced, the role of this receptor in vagal nociceptor activation is deserving of further study. Another interesting observation was the selective expression of the *Il4ra* in jugular C-fiber neurons, as Il4 is a cytokine elevated in Th2 driven visceral inflammatory disorders. Both nodose and jugular Trpv1-expressing neurons expressed multiple receptors for interferons. There has been little attention given to role vagal afferent nerves in disorders where interferons are elevated, although in vitro studies in DRG neurons support the hypothesis of a autocrine role for interferons in sensory nerve regulation[63]. It should be pointed out that the results were obtained from neurons isolated from healthy mice. The receptors for inflammatory mediators may be up- or down-regulated in the face of visceral inflammation.

The mRNA for receptors expressed in C-fiber neurons as detected our RNAseq analysis was found to predict functional receptors at least with respect to Cxcl2, interferon receptors, and S-1P receptors. Stimuli for these receptors caused rapid and robust increases in calcium in a sizeable subset of capsaicin-sensitive neurons, and in the case of S-1P led to strong action potential discharge at vagal C-fiber terminals innervating the lungs. The prediction based on the RNAseq analysis that PAR1 stimuli would selectively stimulate nodose but not jugular C-fibers was also satisfied in our functional analysis of vagal bronchopulmonary C-fibers. We noted very low levels of expression of Il5ra in nodose and jugular neurons. 

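Il5ra, on chromosome 6 from 106710357 to 106749037, had 4.462 and 1.904 CPM (685 and 299 counts) in the nodose pools and 2.627 and 1.388 CPM (488 and 273 counts) in the jugular pools of the Trpv1 selection. These levels are under the 10 CPM of the paper's filter and above the 0.0179 to 0.0195 CPM that 3 counts correspond to. The capsaicin selection gave 2 and 116 counts in the nodose pools and 14 and 3 counts in the jugular pools, so 4.735 CPM in the second nodose pool was the highest there. The log2 fold change between nodose and jugular pools was 0.6298 (standard error 1.91, adjusted p = 0.974) in the Trpv1 selection by edgeR's quasi-likelihood test, and the replicate block changed it to 0.5716. The paper describes these levels as very low, and goes on to reason that even low expression may give a functional receptor.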

Recently IL-5 has been shown to stimulate mouse vagal sensory neurons suggesting that in some cases even low level expression may lead to functionally relevant quantities of protein [64].

Some qualifiers are in order when interpreting the RNAseq data. It is possible that contaminating cells contributed to the transcriptome analysis. We do not, however, feel this was a major problem in the present study. Assiduous attention was given to picking with the patch pipette only “clean” neurons without obvious adhering cells. 

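A list of 13 genes of microglia and macrophages, written before the counts were seen, was looked up in all 10 pools. Aif1, C1qa, C1qb, C1qc, Csf1r, Trem2, Tyrobp and Ptprc had no count in any pool. P2ry12 had 194.8 CPM in the second nodose pool of the capsaicin selection and at most 0.0417 CPM in every other pool. Cx3cr1, a chemokine receptor gene, had 9.893 and 11.75 CPM in the Trpv1-tdTomato-positive nodose pools and 0.1251 to 2.574 CPM in the capsaicin-selected pools, when CPM is computed over the 10 pools. Tmem119 had 5.291 CPM in the first Trpv1-tdTomato-positive nodose pool. The summed CPM of the list was 0.0431% to 1.75% of that of a list of neuronal genes. Of the chemokine receptor genes of Table 2, 13 had no count in nodose and 14 none in jugular pools of the Trpv1 selection. The paper rests first on the careful picking of neurons without visible adhering cells. It adds that cytokine and chemokine receptors known from microglia were not noted, and its authors do not feel that contamination was a major problem.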

Moreover, microglial cells are known to express various cytokine and chemokine receptors that were not noted in our data set. It also cannot be excluded that the harvest and dissociation of the neurons induced changes in expression of some genes for example because of axotomy. A larger concern pertains to potential heterogeneity of vagal sensory neurons. We reduced this heterogeneity by differentiating nodose from jugular neurons, and further by focusing only on the capsaicin-sensitive class. Nevertheless, vagal neurons innervate virtually all visceral tissues, and there is likely to be subtle distinctions in capsaicin-sensitive nodose and jugular nerve phenotypes innervating the lungs, heart, liver, gut etc. The neurons evaluated were isolated randomly so that those innervating the different organs were not equally represented; most likely neurons innervating some organs were absent, whereas other organs may have been over-represented. This can explain why some gene may be largely expressed in one sample but not in another. 

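For each group, the genes at 10 CPM or more in at least 1 replicate were counted, with the share that was under 1 CPM in the other replicate. The share was 22.55% (1699 of 7535 genes) in Trpv1-tdTomato-positive nodose, 17.39% (1357 of 7804) in Trpv1-tdTomato-positive jugular and 14.59% (1191 of 8165) in Trpv1-tdTomato-negative nodose pools. In the pools of the capsaicin selection it was 44.31% (2855 of 6443) for nodose and 27.34% (2118 of 7746) for jugular neurons. The pools held 30 Trpv1-tdTomato-positive cells, 15 Trpv1-tdTomato-negative cells or 14 to 16 capsaicin-selected cells. Single genes show it too, such as F2r with 27.34 and 0.1169 CPM in the jugular pools of the Trpv1 selection and Trpa1 with 0.1116 and 375.4 CPM in the nodose pools of the capsaicin selection. The median of the 5 groups was 22.55%, and a minimum of 100 CPM in place of 10 changed it most, to 1.325%. At this minimum the share was still 21.71% (694 of 3196 genes) in the capsaicin-selected nodose pools, against at most 1.762% in the other groups. The paper proposes that the random picking of neurons, which leaves organs unequally represented in a sample, can explain such differences.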

For this reason a lack of expression of a target revealed here should not be taken as a categorical lack of expression in vagal neurons, but rather as an indication that the target is probably not expressed in the majority of capsaicin-sensitive neurons. To seriously investigate vagal sensory neurons one must first retrogradely label the neurons that specifically innervated the organ tissue in question. The data presented here support the validity of this approach in that meaningful predictable results (Table 1) can be obtained from a number of neurons easily obtained in retrograde labeling studies. With these qualifications in mind, the data presented will be a useful starting point for those interested in vagal nociceptor innervation of the viscera.

## Supporting information

S1 Table RNA sequencing group comparison summary between Trpv1 positive nodose and jugular neurons from Trpv1-tdTomato selection. 

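The S1 Table gives for each gene the result of the authors' DESeq2 comparison of the 2 nodose and 2 jugular pools of the Trpv1 selection, as a log2 fold change with its p-value and false discovery rate, and the average CPM of each group. A positive log2 fold change is a higher level in nodose neurons. The CPM values were made from counts divided by the size factors of the 4 pools of this comparison, so that the averages of the Trpv1-tdTomato-positive nodose pools differ from those in the S3 Table.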

(XLSX) Click here for additional data file.

S2 Table RNA sequencing group comparison summary between capsaicin responsive nodose and jugular neurons from capsaicin selection. 

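The S2 Table has the layout of the S1 Table and covers the pools of the capsaicin selection, whose total counts on genes were 17666710 to 30810863. Its average CPM values come from 2 pools of 14 and 15 nodose cells and 2 pools of 15 and 16 jugular cells. A gene found in only 1 of the 2 pools of a group can have a high average there, so the averages alone do not show whether the replicates are alike.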

(XLSX) Click here for additional data file.

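The S3 Table compares the 2 pools of 30 Trpv1-tdTomato-positive nodose neurons with the 2 pools of 15 Trpv1-tdTomato-negative nodose neurons by the same DESeq2 method, with the average CPM of each group. A positive log2 fold change in it is a higher level in the Trpv1-tdTomato-positive neurons, and the total counts on genes of its 4 pools were 148452506 to 158148782.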

S3 Table RNA sequencing group comparison summary between Trpv1 positive nodose and Trpv1 negative nodose neurons from Trpv1-tdTomato selection. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

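The data are RNA sequencing counts of 10 pools of single vagal neurons, in 5 groups of 2 replicates. The Trpv1 selection has pools of 30 Trpv1-tdTomato-positive nodose neurons, 30 Trpv1-tdTomato-positive jugular neurons and 15 Trpv1-tdTomato-negative nodose neurons. The capsaicin selection has pools of 14 and 15 nodose and 15 and 16 jugular neurons that had responded to capsaicin in the calcium assay. The condition and the replicate number of each pool were taken from the sample labels and the paper's methods, and all 10 pools were used. The selection goes together with the sequencing core, the mouse strain and the depth, so these cannot be told apart.

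The authors deposited raw counts per gene symbol, made by aligning the reads to mm10 with TopHat2 and Bowtie2 and counting them with HTSeq, and the deposited counts are not normalized. The gene annotation that the authors counted on is not stated in the paper or its supplementary files. In the files 27 rows have symbols that a spreadsheet turned into month-like words, and rows that share such a symbol were kept apart. The authors normalized the counts with DESeq2 to CPM for their tables, and the files do not include that step. Calcium imaging and electrophysiology of the paper are not in the files analysed here, nor are Gene Ontology terms.

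The total count per pool was 148452506 to 167704327 in the Trpv1 selection (median 156345823) and 17666710 to 30810863 in the capsaicin selection (median 22292294). At these depths 3 counts, taken as the smallest value that can be told from 0, correspond to 0.0179 to 0.0202 CPM in the Trpv1 selection and 0.0974 to 0.17 CPM in the capsaicin selection. These floors come from plain totals and not from size factors. The gene Rn45s, which takes ribosomal RNA reads, held 8.537% to 10.34% of the counts in the Trpv1-tdTomato-positive nodose pools, 2.652% to 3.384% in the other pools of the Trpv1 selection and at most 0.1371% in the capsaicin selection. The 95% confidence interval (exact binomial) of the largest share, that of the first Trpv1-tdTomato-positive nodose pool, was 10.34% to 10.35%. It covers the sampling of reads only and not the spread between pools.

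CPM was computed as counts over DESeq2's size factors scaled by the geometric mean total, within the pools of each comparison, because the averages of the Trpv1-tdTomato-positive nodose pools differ between the authors' S1 and S3 Tables. The main test was edgeR's quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3) after TMM normalization and filterByExpr, with Benjamini-Hochberg adjustment. Genes were called different at an adjusted p of at most 0.1, a fold change of at least 2 and a CPM of at least 10 in both replicates of at least 1 group, as in the paper. The authors tested with DESeq2, and DESeq2 1.42.0 was run as an alternative, with and without the shrinkage of fold changes by a normal prior. The 3 comparisons of 2 against 2 pools were fitted on their own pools. A fit to the 8 pools of nodose and jugular neurons of both selections had the selection as a covariate, and a further fit tested the interaction of ganglion and selection. The standard error given with a log2 fold change is its size over the square root of the F statistic.

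The scripts were tested on simulated counts, drawn from the means and totals of the real pools with 200 genes changed by known fold changes and a fixed seed. With the spread of the real replicates, the quasi-likelihood test recovered 36% of the changed genes, and 4% of its calls were unchanged genes. The likelihood ratio test of edgeR recovered 43% with 26.5% of its calls unchanged genes, and DESeq2 recovered 43% with 65.32%. With a low spread between replicates, each test recovered 100% of the changed genes. Unchanged genes then made up 5.66% of the calls of each edgeR test and 0% of those of DESeq2.

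Principal components came from log2(CPM + 1) of the 6 pools of the Trpv1 selection, centred and not scaled, over genes with at least 1 count. Group separation was tested by an exact permutation over the 15 ways to make 3 pairs of 6 pools. Correlations of log2 fold changes are across genes, which are not independent replicates, and have no p-value. Ion channel genes were taken by symbol prefix as a stand-in for the Gene Ontology term, and tested with Fisher's exact test. Gene positions were taken from GENCODE vM21 on GRCm38, where Gm13157 and Rn45s have no entry by symbol, and Cxcr7 and Ccr11 are listed under the newer symbols Ackr3 and Ackr4. Python 3.11.15 was used for tables and figures.

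The genes named in the text follow a rule set before the files arrived: every gene named in the paper's results and discussion of the sequencing data, in Tables 1 and 2 and in Figs 3 and 4C, the genes of lists of cell type markers, and for each comparison up to 5 genes per direction with the largest log2 fold change among those called whose replicates do not overlap. Gene-level alternatives were computed for those of these genes that passed the CPM filter of a comparison, except the marker lists, which are given as sums. Some genes that this rule names are left out of the text, the tables of alternatives and the figure, and their results are not given here. The alternatives set before the files arrived were DESeq2 with and without shrinkage, DESeq2's size factors in edgeR, no filter on low counts, robust estimation, the replicate block, a fit of all 6 pools of the Trpv1 selection, counts thinned to the smallest total, a stricter adjusted p of 0.05, no CPM minimum, no covariate in the 8-pool fit, and each pool left out in turn. For CPM they were plain totals, TMM and thinned counts, and for principal components another pseudocount, scaling and a CPM minimum. After the values were seen, 3 alternatives were added: edgeR's likelihood ratio test, the main fit without Rn45s and DESeq2 without Rn45s. The replicate block used the replicate numbers of the labels, whose pools deviated together with r = 0.00393 in the Trpv1 selection, r = -0.00711 in the capsaicin selection and r = -0.00744 in the comparison of Trpv1-tdTomato-positive and -negative pools. With 2 pools per group the correlation for different numbers is the negative of that for the same number by construction.

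Some choices were made after values had been seen. Untested values other than counts of genes are compared by the SD of their leave-one-out values, or for replicate disagreement by the SD over the 5 groups. A rounding error of 0.5 was allowed for the paper's CPM, and the standard error was taken as the error of a log2 fold change. The rule that picks genes not discussed in the paper for a closer look, and the limits of 6 of the tests of explanations, were also set then. The tests on Cxcr2 and Sox11 first counted genes that differ at least 5 times between the selections, and as Cxcr2 itself does not, they were changed to the degree of each gene after both results had been seen.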

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

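The genes in this part carry a signal outside those the paper discusses. Each is among the genes with the largest change in a comparison, is not named in the paper's text, tables or figures, and had an adjusted p of at most 0.1 between nodose and jugular pools in the fit to the 8 pools of both selections by edgeR's quasi-likelihood test. All 10 have rows in the authors' supplementary tables. They were picked from comparisons whose pools are part of the 8, so the fit is no independent evidence, and the rule itself was set after values had been seen.

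Toward nodose, the log2 fold changes over the 8 pools were 13.193 for Efcab6 (adjusted p = 0.00161), 12.444 for Myl1 (5.81e-04), 11.548 for Vip (0.00178), 11.5 for Uts2b (0.00153), 9.6422 for Itm2a (0.0452) and 3.0821 for Tmem176b (0.00617). Within the Trpv1 selection they were 12.78, 13.36, 12.62, 13.17, 12.81 and 2.975, and within the capsaicin selection 13.51, 11.39, 10.37, 9.534, 6.819 and 3.096. In each selection, every nodose pool was above every jugular pool for all 6 genes. The capsaicin-selected nodose pools had 123.6 and 327.9 CPM of Vip and 709.8 and 1264 CPM of Itm2a, and the jugular pools 0.1088 and 0.1961 and 0.8341 and 14.9 CPM. Tmem176b was found in both ganglia, with 1226 and 1179 CPM in nodose and 152.8 and 144.9 CPM in jugular pools of the Trpv1 selection, and it overlaps Tmem176a, so the authors' counting would leave out any reads that lie on both.

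Toward jugular, the log2 fold changes over the 8 pools were -11.4 for Ppm1j (adjusted p = 2.01e-04), -11.347 for Gna14 (2.01e-04), -11.079 for Plxnc1 (2.41e-04) and -10.789 for Serpinb1a (0.00993). Within the Trpv1 selection they were -11.71, -11.8, -11.74 and -11.61, and within the capsaicin selection -11.01, -10.96, -10.5 and -9.903. Every jugular pool was above every nodose pool of its selection, and Serpinb1a varied most between replicates, with 128.8 and 21.09 CPM in the capsaicin-selected jugular pools.

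The 8-pool fit gave 88 genes, and of the 35 splits of the 8 pools into 4 and 4, 2 gave as many, the real split included. The other was the split that follows the selection, with 764 genes in a fit without the covariate, while the highest of the remaining splits gave 1 gene and their median was 0. The remaining splits mix nodose and jugular pools, which turns the difference between the ganglia into spread. Few genes were therefore to be expected in them. This split follows the laboratory, the strain and the depth as well, so these cannot be told apart from the selection, and at 2 of 35 the share of splits is not under 0.05. The ganglia are balanced over the selections, so the split by laboratory does not itself separate nodose from jugular pools. The prediction for this count was written before the splits were run.

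Of the technical explanations tested, the sex of the mice leaves 0 of 3 comparisons with Xist and the Y-linked genes in opposite groups, which bears on Itm2a, a gene on the X chromosome. Leaving out Rn45s took the number of genes past the threshold in the Trpv1 selection from 35 to 34, but Rn45s was itself among the 35, so this says little about the share of counts it takes. Cells picked with the neurons remain open, since the list of satellite glia and Schwann cell genes reached 48.42% of the neuron list in a pool, and the position in the ganglion differs between the groups by design. Gene length, GC content and variants of the strains against the reference were not tested. As not all of these are excluded, the 10 genes may be candidates for differences between nodose and jugular neurons, but cannot be told apart from the explanations left open.

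A difference between the selections was also tested, as the interaction of ganglion and selection in the fit to the 8 pools, for 58 of the named genes. None of the 58 had an adjusted p of at most 0.1, and no named gene that passed the CPM filter in both selections had its replicates apart in opposite directions, so 0 genes were flagged by it. The lowest adjusted p in edgeR's quasi-likelihood test of the interaction was 0.265, for Ptgir and S1pr3. Their nodose excess was smaller in the Trpv1 selection, with interactions of -9.284 and -8.917 log2 units.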

How the results depend on the processing

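The choice of test changed the numbers of genes most. For genes higher in Trpv1-tdTomato-positive jugular and nodose neurons, the main fit gave 15 and 20. DESeq2 gave 306 and 204 both with and without fold-change shrinkage. In the capsaicin selection the main fit gave 0 and 0, DESeq2 with shrinkage 603 and 103, and DESeq2 without shrinkage 604 and 103. Between Trpv1-tdTomato-negative and -positive nodose neurons the main fit gave 0 genes higher in negative and 6 higher in positive pools, DESeq2 with shrinkage 300 and 91, and DESeq2 without shrinkage 299 and 91. Chosen after seeing the data, edgeR's likelihood ratio test gave 261 and 195 in the Trpv1 selection, 569 and 118 in the capsaicin selection, and 209 and 106 in the comparison of negative and positive pools. DESeq2 without Rn45s, also chosen after seeing the data, gave 318 and 211, 605 and 103, and 318 and 93. The quasi-likelihood test allows for the uncertainty of each gene's own spread, which with 2 replicates per group is large, and this may account for its smaller numbers.

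Without the filter on low counts the numbers rose to 26 and 33 in the Trpv1 selection and 76 and 46 in the capsaicin selection, and to 10 genes higher in positive pools. Genes at low counts change the estimate of the spread across genes, which could be how the filter acts. One fit to all 6 pools of the Trpv1 selection, which adds residual degrees of freedom, gave 28 and 43, and 4 genes higher in negative and 11 in positive pools. An adjusted p of at most 0.05 left 8 and 13 genes in the Trpv1 selection. With the replicate block there were 4 and 9 genes in the Trpv1 selection, 9 and 11 in the capsaicin selection, and 1 gene higher in positive pools. The pairing for the block is taken from the labels, and pools of the same number deviated together with r = 0.00393, -0.00711 and -0.00744 in the 3 comparisons.

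With 1 of 4 pools left out, leave-one-out fits gave 0 genes in either direction in the Trpv1 selection and in the comparison of negative and positive pools. In the capsaicin selection they gave between 0 and 14 genes higher in jugular and between 0 and 17 higher in nodose neurons.

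In the fit to the 8 pools of both selections, 88 genes became 599 with DESeq2 and shrinkage, 1122 with DESeq2 without shrinkage, 222 without the filter on low counts, 41 with the replicate block, 49 without the covariate and 50 at an adjusted p of at most 0.05. The likelihood ratio test, chosen after seeing the data, gave 321. The leave-one-out values were between 36 and 82. For the interaction of ganglion and selection, 0 genes became 1071 with DESeq2 without shrinkage, 96 without the filter and 2 with thinned counts, and the leave-one-out values ran from 0 to 195, the highest without capsaicin selection nodose replicate 1.

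The share of genes with the same direction in the capsaicin selection fell from 100% to 73.04% of the genes that DESeq2 with shrinkage called, and was between 97.06% and 100% in leave-one-out fits. In the 4 leave-one-out fits of the Trpv1 selection no gene was called, so they gave no share, and for the same reason they gave no odds ratio of ion channel genes. The correlation of log2 fold changes between the selections was 0.3792, with Spearman's rho 0.2659, with all 7741 genes tested in both 0.2193, and in leave-one-out fits between 0.2641 and 0.3359.

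The first principal component held 26.4% of the variance, and 33.56% over genes with a CPM of at least 10, 24.03% with scaled genes and 29.16% to 32.41% in leave-one-out fits. For the second component the values were 21.63%, 25.04% over genes with a CPM of at least 10, 22.86% with scaled genes, 23.21% with CPM from plain totals and 25.4% to 27.81% in leave-one-out fits. The ratio of distances rose from 1.089 to 1.257 over genes with a CPM of at least 10 and was between 1.052 and 1.142 in leave-one-out fits. A CPM minimum takes out genes found in a single pool, which add to the distance between replicates. The number of receptors of Table 2 in nodose pools, 8, was 9 to 13 with a replicate left out. The median share of genes on which replicates disagree went from 22.55% to 1.325% at a minimum of 100 CPM, where sampling of few cells may matter less. In the capsaicin-selected nodose pools the share went from 44.31% to 21.71% only.

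Of the 107 log2 fold changes of named genes, 27 kept their call and sign in every alternative. The 926 alternative values were 688 of the same call, 92 weaker, 120 stronger and 26 of opposite sign. With DESeq2, with or without shrinkage, 43 of 107 had an adjusted p of at most 0.1 where the main fit did not, and 64 kept their call. The replicate block made 13 weaker and 9 stronger, again with the pairing from the labels. Of the 214 mean CPM values, 154 stayed within their SD under every other definition of CPM, and 98 of 642 alternative values did not.

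Changes of sign in the Trpv1 selection came from genes whose replicates overlap between the groups. With 1 pool left out, the lowest and highest log2 fold changes of the genes concerned were Adora1 from -1.138 to 0.1164, Ifnar1 from -0.9054 to 0.1961, Il10rb from -2.427 to 1.764, Lpar1 from -1.656 to 1.686, P2rx3 from -1.057 to 0.3552. Values of opposite sign in between were Il10rb -0.1109 without jugular replicate 1, P2rx3 0.003722 without jugular replicate 2. Il10rb had -0.1953 with the replicate block, whose pairing comes from the labels (r = 0.00393).

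In the capsaicin selection the sign of Trpa1 changed most, since nodose replicate 2 held nearly all its counts in nodose pools. Over the fits with 1 pool left out, the lowest and highest log2 fold changes of the genes concerned were Adora1 from -1.428 to 1.499, Il10rb from -0.1046 to 1.709, P2rx3 from -0.126 to 0.5874, Trpa1 from -9.857 to 1.817, Trpv1 from -0.247 to 1.322. Trpa1 had -3.638 in the fit with the replicate block, whose pairing comes from the labels (r = -0.00711).

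Between Trpv1-tdTomato-positive and -negative pools the genes that changed sign had small log2 fold changes. Across fits with 1 pool left out, the lowest and highest log2 fold changes of the genes concerned were Cxcr2 from -0.2535 to 0.4194, Hoxb5 from -0.06834 to 0.3404, Ifnar1 from -0.4256 to 0.2155, Ifnar2 from -0.3644 to 1.876, Ifngr2 from -0.9047 to 1.133, Lpar1 from -0.7529 to 0.02357, Nhlh2 from -1.441 to 0.1162, Ntrk2 from -0.801 to 0.115, Ptgir from -1.166 to 0.00625. Values of opposite sign in between were Cxcr2 -0.06985 without Trpv1-positive replicate 1, Ifnar1 0.2058 without Trpv1-positive replicate 2. Thinned counts gave -0.03896 for Cxcr2.

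The odds ratio of ion channel genes and the number of Table 2 receptors in jugular pools changed under no alternative by more than the limits set for them. Over the 17 headline results, 208 alternative values were 95 of the same reading, 26 weaker, 54 stronger and 33 moved. Depth limits the capsaicin selection, where 3 counts are 0.0974 to 0.17 CPM, but the thinned counts of the Trpv1 selection still gave 12 and 15 genes.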

Differences from the paper's values

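For the genes higher in Trpv1-tdTomato-positive jugular neurons the paper's value is 326 and the main fit gave 15, and for those higher in nodose neurons the paper's value is 222 against 20. Of the alternatives set before the files arrived, DESeq2 with and without fold-change shrinkage came within 1.5 times of the paper's values, with 306 and 204 in both cases, and the others did not. The likelihood ratio test of edgeR, at 261 and 195, and DESeq2 without Rn45s, at 318 and 211, also did, and both were chosen after seeing the values.

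For the genes higher in Trpv1-tdTomato-positive than -negative nodose neurons the paper's value is 99 against 6, and for those higher in the negative neurons it is 328 against 0. DESeq2 with shrinkage gave 91 and 300 and DESeq2 without shrinkage 91 and 299, within 1.5 times of the paper's values, and no other alternative set before the files arrived did. DESeq2 without Rn45s gave 93 and 318 and the likelihood ratio test 106 for the former, both chosen after seeing the values, while the latter test gave 209 for the genes higher in negative neurons, which is not within 1.5 times.

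Of 216 mean CPM values of the paper compared here, 212 did not differ from those computed here by more than the replicate SD and 1.5 times. The 4 that did are printed as 0 in the paper's tables. They are Tac1 in nodose pools of the capsaicin selection (paper's value 0, here 0.50184), and Tac1 in nodose, Xcr1 in jugular and Il2ra in nodose pools of the Trpv1 selection (paper's value 0, here 0.6095, 1.0603 and 0.5957). For Tac1 in the Trpv1 selection, thinned counts gave 0.45395, within the rounding of the paper's value, and for the other values none of the alternatives set before the files arrived closed the gap. The paper's CPM values of at least 50 were 1.073 and 1.072 times those computed here in the median for the nodose and jugular pools of the Trpv1 selection, 1.113 and 1.114 times for those of the capsaicin selection and 1.068 times for the comparison of Trpv1-tdTomato-positive and -negative pools.

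Of 32 log2 fold changes read from the supplementary tables, 5 differed by more than the standard error. In the Trpv1 selection, P2rx2 had 12.201 against the paper's 11.4589, and Hoxb5 had 11.444 against the paper's 10.7834. For P2rx2, DESeq2 with shrinkage (11.559), the fit without jugular replicate 2 (11.97) and that without nodose replicate 1 (11.91) closed the gap, and the other alternatives set before the files arrived did not. For Hoxb5 those that did were DESeq2 with shrinkage (10.872), thinned counts (11.07) and the fits without jugular replicate 1 (11.33) and without nodose replicate 1 (11.32), and the others did not. In the capsaicin selection, F2r had 11.832 against the paper's 10.3921, P2rx2 had 11.077 against the paper's 9.79511, and Tac1 had -10.336 against the paper's -8.98485. For F2r the gap was closed by DESeq2 with shrinkage (10.511) and without jugular replicate 2 (11.179), and for P2rx2 by DESeq2 with shrinkage (9.8984), without jugular replicate 2 (10.57) and without nodose replicate 2 (10.95). For Tac1 it was closed by DESeq2 with shrinkage (-9.0759), the replicate block (-10.047, with the pairing from the labels), thinned counts (-10.17), and without jugular replicate 1 (-8.982) or nodose replicate 2 (-10.1). The other alternatives set before the files arrived closed none of these 3 gaps. With DESeq2 and shrinkage, all 32 log2 fold changes were within the error.

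The paper ranks S1pr3 first among the lipid mediator receptors, without limiting this to a ganglion. In the jugular pools of the Trpv1 selection its mean was 43.34 CPM, under that of Ptgdr (58.1), Lpar1 (57.05) and Lpar3 (47.86), although within the spread of the replicates, and in the paper's own Table 2 these 3 are also above it.

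Table 2 gives no expression for interleukin receptors other than those it names, and Il11ra1 had 70.85 and 26.59 CPM in the nodose and 14.54 and 11.6 CPM in the jugular pools of the Trpv1 selection. Fig 4A shows the Trpv1-tdTomato-positive nodose replicates close together, and on the second component computed here they were at 133.9 and -34.6. The first component holds about 25% and the second about 22% of the variance in Fig 4A, read by eye, against 26.4% and 21.63% here.

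Regulators of Fig 3 are described as different between the ganglia, and Tox3 as higher in jugular neurons in both datasets. In edgeR's quasi-likelihood test, Prdm12, Cited1, Tbx3, Tshz1, Nhlh2 and Gm13157 had adjusted p-values of 0.15, 0.238, 0.321, 0.321, 0.394 and 0.433 in the Trpv1 selection, and with DESeq2 all of them were under 0.1. Tox3 had 0.358 and, in the capsaicin selection, 0.352, against 5.93e-04 and 0.00419 with DESeq2. In the joint fit to the pools of both selections, the quasi-likelihood test gave adjusted p-values of 0.0233 for Prdm12 and 0.0664 for Tbx3. There Cited1, Tshz1, Nhlh2, Gm13157 and Tox3 stayed above 0.1, at 0.116, 0.228, 0.312, 0.475 and 0.228. The pools of the Trpv1 selection are part of this joint fit, so it is no independent evidence. Piezo2 is described as richly expressed in the Trpv1-tdTomato-negative neurons, where it had 12.71 CPM, in a comparison where the paper's minimum for an expressed gene is 10 CPM.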

Other observations

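Piezo2 and P2ry1, which the paper discusses for Trpv1-tdTomato-negative nodose neurons, were also found in jugular neurons. The Trpv1-tdTomato-positive jugular pools had 55.15 and 100.5 CPM of Piezo2 and 16.09 and 26.43 CPM of P2ry1. The capsaicin-selected jugular pools had 85.19 and 77.05 CPM of Piezo2 and no count of P2ry1. Trpa1 had 0.1116 and 375.4 CPM in the nodose pools of the capsaicin selection. Trpv1 itself had 22.31 and 32.45 CPM in jugular and 255.9 and 153.1 CPM in nodose pools of the Trpv1 selection, and 205.9 and 66.38 and 190.4 and 173.1 CPM in those of the capsaicin selection. Htr3b had 180.5 and 444.3 CPM in nodose pools of the Trpv1 selection and no count in those of the capsaicin selection, and its interaction with the selection had an adjusted p of 0.478 in edgeR's quasi-likelihood test.

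For the comparisons of 2 against 2 pools, the 4 pools can be split in 3 ways, so a share of splits under 0.05 cannot be reached. In each of 4 results, the 35 genes of edgeR in the Trpv1 selection and the DESeq2 genes of the Trpv1 selection (510), the capsaicin selection (706) and the comparison of positive and negative pools (391), 1 of the 3 splits gave as many genes, the real one. The 6 mixed splits gave at most 1 gene with DESeq2 and 0 with edgeR, where the difference between the groups adds to the spread within them. These predictions were written before the splits were run.

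DESeq2 gave many more genes than the quasi-likelihood test, and a candidate explanation is false calls where replicates differ widely. On simulated counts with the spread of the real replicates, 65.32% of the calls of DESeq2 were unchanged genes, against 4% of those of the quasi-likelihood test, which recovered 36% of the changed genes where DESeq2 recovered 43%. The second part of the prediction, more genes in the mixed splits of the real pools, was not met, but a mixed split turns the difference between the groups into spread within them, so few genes were to be expected there whatever the rate of false calls. The splits therefore do not weigh against the simulation, false calls cannot be excluded, and the number of real differences between 35 and 510 in the Trpv1 selection is not settled. This prediction was made after the numbers had been seen.

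Replicates disagreed on which genes are expressed, with a median share of 22.55%. Sequencing depth was tested by thinning all pools to one total, after which the capsaicin-selected pools still disagreed 1.8 times as much as the 30-cell pools, above the limit of 1.5 times set beforehand. Thinning moved the shares of the 30-cell pools little, from 22.55% to 22.7% in nodose and from 17.39% to 17.52% in jugular neurons. As 3 counts are 0.17 CPM in the smallest pool, thinning could hardly change calls at 1 CPM, so this speaks only to the number of reads. The number of cells was tested within the Trpv1 selection, where the 15-cell Trpv1-tdTomato-negative pools disagreed 0.731 times as much as the 30-cell pools, so fewer cells did not go with more disagreement there. The populations differ between these pools, and the laboratory, the strain and the calcium assay differ between the selections and were not tested on their own. The data give no test of the paper's explanation, the picking of neurons that innervate different organs.

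Genes of satellite glia and Schwann cells were found in every pool. Their summed CPM was 18.79% to 48.42% of that of the list of neuronal genes, above the 10% set beforehand as the mark of glial RNA, so RNA of such cells may be part of the pools. Apoe alone made up 67.7% to 76% of the list in the Trpv1 selection and 3.94% to 15.5% in the capsaicin selection, and without it the share was 8.2% to 35.6%. Some genes of the list can be expressed by neurons, and the files cannot separate this from picked glia. The list of microglia and macrophage genes made up 0.0431% to 1.75%.

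The summed CPM of the immediate early genes was not higher after the calcium assay. An exact permutation test of 4 capsaicin-selected against 6 Trpv1-tdTomato pools gave p = 0.995 for a higher sum. Junb lowered the sum, with at most 5.734 CPM in capsaicin-selected and at least 48.38 CPM in Trpv1-tdTomato pools. Fos had 308.3 and 36.45 CPM in capsaicin-selected nodose and 59.68 and 277.3 CPM in jugular pools. In Trpv1-tdTomato pools it had 31.43 to 157.7 CPM. The laboratory and the strain differ between the selections, so the sum does not settle the effect of the assay. The pools of both selections had 81.58 to 547.8 CPM of the list. Xist and the Y-linked genes were in opposite groups in 0 of 3 comparisons, and the Y-linked genes were found in every pool with 15.26 to 350.2 CPM, against at most 2.57 CPM of Xist. These predictions were made before the values were seen.

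Genes at 100 CPM or more in both pools of one group often had a few counts in pools where they were under 1 CPM. Reads assigned to the wrong pool of the same selection would make the low value follow the level in the high pools, and across genes, which are not independent replicates, the median Spearman correlation was 0.65. Alignment or counting errors would make it follow the level in the other selection as well, where the median was 0.0188. In the capsaicin-selected pools, 7.14% of 112 pairs of gene and pool had no count for genes high in the same selection, against 73.1% of 104 pairs for genes high in the other selection and not in their own. The low value was 0.0212% to 0.0607% of the high value in the median of each pool. The pattern is consistent with reads or RNA that passed between pools handled together, so that values of this order beside the level in another pool cannot be told from 0. Carry-over of RNA in the laboratory and misassigned sequencing indexes cannot be separated, and the contrast with the other selection exists only for capsaicin-selected pools. The prediction was made after all 20 ordered pairs of groups had been looked at, of which 9 had enough genes, so this is a hypothesis. It bears on the few counts of P2rx2 in jugular pools and of Trpv1 in Trpv1-tdTomato-negative pools.

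Rn45s took 8.537% to 10.34% of the counts in Trpv1-tdTomato-positive nodose pools and 2.652% to 3.384% in jugular pools. Without it, 34 genes were past the threshold between these groups, against 35 with it, and Rn45s was itself among the 35, so the number of other genes stayed at 34. TMM normalization depends little on a single gene, so this check could hardly have come out otherwise and leaves the effect of the share open. The prediction was made after the share had been seen, and no biological explanation was tested.

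Cxcr2 was lower in the capsaicin selection, with at most 21.82 CPM against at least 70.49 CPM in the 6 pools of the Trpv1 selection (exact permutation test over 210 splits, p = 0.00476, the smallest it can give). The laboratory, the strain or the library preparation might explain it if many genes did the same, and 90 of 1297 genes (6.94%) at 50 CPM or more in all Trpv1-tdTomato pools were lower in every capsaicin-selected pool by at least the 3.23 times of Cxcr2. This is above the limit of 5%, so these explanations remain open. A first version of the test counted genes at least 5 times lower, which Cxcr2 itself is not, and gave 55 genes (4.24%), under the limit. It was replaced after both values had been seen, because the prediction speaks of the same degree, and the limit too was set after the pattern was seen.

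Sox11, a gene of axon injury, was higher in the capsaicin selection, with at least 360.9 CPM against at most 29.27 CPM (exact permutation test, p = 0.00476). Of 1316 genes at 50 CPM or more in all capsaicin-selected pools, 17 (1.29%) were lower in every Trpv1-tdTomato pool by at least the 12.3 times of Sox11, and 60 (4.56%) were at least 5 times lower, as the first version of the test had it. The selection cannot be told apart from the laboratory, the strain and the depth, so these could be the source all the same. The limit of 5% was set afterwards, and Atf3, another gene of the list, overlapped between the selections, with at least 166.4 CPM in capsaicin-selected and at most 298.2 CPM in Trpv1-tdTomato pools. An effect of the calcium assay or of the time in culture was not tested apart from the laboratory.

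The choices fixed before the processed files arrived were the sample groups, the tests, the alternatives, the rule for named genes and the lists of marker genes. The limits of the tests on low counts, Cxcr2, Sox11, Rn45s and DESeq2 were set after the patterns had been seen.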
